# Differential Impact of Co-expressed SP-A1/SP-A2 Protein on AM miRNome; Sex Differences

**DOI:** 10.3389/fimmu.2019.01960

**Published:** 2019-08-16

**Authors:** Nithyananda Thorenoor, Yuka Imamura Kawasawa, Chintan K. Gandhi, Xuesheng Zhang, Joanna Floros

**Keywords:** surfactant protein A, alveolar macrophages, miRNA, surfactant protein A1/A2, sex differences, oxidative stress

## Abstract

In humans there are two surfactant protein A (SP-A) functional genes *SFTPA1* and *SFTPA2* encoding innate immune molecules, SP-A1 and SP-A2, respectively, with numerous genetic variants each. SP-A interacts and regulates many of the functions of alveolar macrophages (AM). It is shown that SP-A variants differ in their ability to regulate the AM miRNome in response to oxidative stress (OxS). Because humans have both SP-A gene products, we were interested to determine the combined effect of co-expressed SP-A1/SP-A2 (co-ex) in response to ozone (O_3_) induced OxS on AM miRNome. Human transgenic (hTG) mice, carrying both SP-A1/SP-A2 (6A^2^/1A^0^, co-ex) and SP-A- KO were utilized. The hTG and KO mice were exposed to filtered air (FA) or O_3_ and miRNA levels were measured after AM isolation with or without normalization to KO. We found: (i) The AM miRNome of co-ex males and females in response to OxS to be largely downregulated after normalization to KO, but after Bonferroni multiple comparison analysis only in females the AM miRNome remained significantly different compared to control (FA); (ii) The targets of the significantly changed miRNAs were downregulated in females and upregulated in males; (iii) Several of the validated mRNA targets were involved in pro-inflammatory response, anti-apoptosis, cell cycle, cellular growth and proliferation; (iv) The AM of SP-A2 male, shown, previously to have major effect on the male AM miRNome in response to OxS, shared similarities with the co-ex, namely in pathways involved in the pro-inflammatory response and anti-apoptosis but also exhibited differences with the cell-cycle, growth, and proliferation pathway being involved in co-ex and ROS homeostasis in SP-A2 male. We speculate that the presence of both gene products vs. single gene products differentially impact the AM responses in males and females in response to OxS.

## Introduction

Surfactant protein A (SP-A) plays important role in lung innate immunity and surfactant-related functions under basal conditions (1–5) and in response to various insults such as infection and oxidative stress (6–10). The human SP-A locus consists of two functional genes, *SFTPA1* and *SFTPA2*, and one pseudogene (11, 12). The functional genes encode human SP-A1 and SP-A2 proteins, respectively, and each gene has been shown to have several genetic and splice variants (13, 14).

Human SP-A is expressed in alveolar epithelial type II cells (15) and in other tissues (16–19). It has been reported that human SP-A exists as octadecamer with six trimers (20), and that SP-A trimers have two SP-A1 molecules, and one SP-A2 molecule in the ratio of 2:1 (21). Previous studies from our group and others have shown that the ratio of the proposed model at mRNA and protein levels varies (22, 23). In bronchoalveolar lavage (BAL) fluid the ratio between SP-A1 to total SP-A varies as a function of age and health status (23, 24). The SP-A1 and SP-A2 mRNA content was found to vary in explant cultures under different conditions (25–27). Moreover, more SP-A2 mRNA than SP-A1 was observed in lung tissues of adults, whereas more SP-A1 mRNA transcripts were detected in neonates (28).

Several studies demonstrated that single gene products, SP-A1 and SP-A2, exhibit both qualitative (i.e., functional, biochemical and/or structural) (29–43), and quantitative (regulatory) differences (23, 25–27, 44–46). For example, SP-A1 and SP-A2 variants have been shown to differ in their ability to modulate the proteomic expression profile of AM and the AM actin cytoskeleton (47–49). The proteome profile of AM from KO mice, after treatment with exogenous SP-A1 or SP-A2 resulted in significant changes in proteins involved in the oxidative stress response pathway, with females being more responsive to SP-A1 and males to SP-A2 (48), as well as the single cell analysis revealed sex- and age-related differences in alveolar macrophage phenotypes from KO mice in response to SP-A1 and SP-A2 proteins (49). Moreover, sex differences have been observed between SP-A1 and SP-A2 and among variants in survival and lung function mechanics in response to bacterial infection (42, 43), and SP-A1 compared to SP-A2 exhibits a higher efficiency in pulmonary surfactant reorganization (50). The major contributor for at least some of these differences appears to be amino acid 85 of the precursor molecule; where SP-A1 has a cysteine and SP-A2 has an arginine (14). This Cys/Arg is a key difference between SP-A1 and SP-A2. This single amino acid change has a major impact on SP-A oligomerization, lipopolysaccharide (LPS) aggregation, and phagocytosis (38). The replacement of cysteine of SP-A1 with arginine or the arginine of SP-A2 with cysteine resulted in a reversal pattern of SP-A oligomerization and functional activity of both mutants of SP-A1 and SP-A2 (38). Thus, structural differences due to Cys85 and other amino acids may underlie differences in function observed between SP-A1 and SP-A2.

Ozone (O_3_), a major component of air pollution and a strong oxidizing agent known to cause toxicity in the lower airways, has significant effects on innate host defense and lung function (51). The O_3_ exposure can cause, edema, contributing to lung injury, and pulmonary surfactant derangement (52). A significant difference in survival has been observed with females being more affected than males in several lung diseases (53–56). In our animal studies, we observed significant differences in survival after infection and O_3_ exposure, with females being more susceptible to oxidative stress than males (7, 9) and sex hormones have been implicated in the observed differences in survival (57) but the mechanism underlying these differences is unknown. Moreover, during pneumonie infection and bacterial clearance, the ability to limit bacterial dissemination, and the phagocytic activity of alveolar macrophages may play an important role in the differential outcome in survival between males and females in the presence or absence of oxidative stress (7, 9, 58). Previously, we observed significant changes in AM miRNome of SP-A2 males but not in SP-A2 females or in SP-A1 males and females in response to OxS (41).

In the present study, we investigated the hypothesis that male and female mice expressing both SP-A1/SP-A2 gene products (co-ex) differentially regulate the AM miRNome in response to ozone-induced oxidative stress and that this differs from that previously observed in SP-A single gene variants (41). Toward this co-ex male and female mice were exposed to filtered air (FA) or O_3_ and the expression levels of 307 miRNAs was measured with or without normalizing to miRNAs identified from KO under the same conditions. We found significant differences in the AM miRNome of co-ex in terms of sex, exposure, with or without normalization to KO. Comparison of the co-ex miRNome to that of hTG mice carrying SP-A2 variant showed that the pathways involved in AM SP-A2 share some similarities to that of co-ex, but also exhibit differences.

## Methods

### Animals

Humanized transgenic (hTG) mice carrying both gene variants, SP-A1/SP-A2 (6A^2^/1A^0^, co-ex), as well as SP-A knockout (KO) mice were used in this study. They were 12 weeks old. hTG mice were generated on the C57BL/6J SP-A (KO) background (59). The animals used in this study were raised and maintained in a pathogen-free environment, at the Penn State College of Medicine animal facility as described previously (43). Both males and females were used. The females were synchronized with regard to the estrous cycle as described previously (43). A total of 44 mice (32 for miRNA analysis and 12 for qRT-PCR analysis) were used in the present study. All the procedures were approved by The Penn State Hershey Medical Center Institutional Animal Care and Use Committee (IACUC).

### Filtered Air (FA) and Ozone (O_3_) Exposure

The animals were exposed to FA or O_3_ in parallel as described previously (60). A group of 4 animals (males, females) were exposed to FA or O_3_ for 3 h, and alveolar macrophages (AM) were isolated after 4 h of recovery as described (61).

### RNA Preparation, Library Construction, and Sequencing

Total RNA was extracted from AMs using mirVana kit (#AM1560, Ambion, Waltham, MA). The extracted RNAs were quantified and quality checked using a BioAnalyzer RNA 6000 Nano Kit (Agilent Technologies, Santa Clara, CA). Small RNA-seq libraries were generated by NEXTflex Small RNA Library Prep Kit v3 for Illumina (BioO Scientific, Austin, TX), followed by deep sequencing on an Illumina HiSeq 2500 as per the manufacturer's instructions. Briefly, 1-2 ng of total RNA was ligated with chemically modified 3′- and 5′- adapters that can specifically bind to mature micro RNAs, followed by reverse transcription and PCR amplification. Unique index sequence tags were introduced during PCR to enable multiplexed sequencing. Each library was assessed for the presence of desired micro RNA population and approximate library quantity by Bioanalyzer High Sensitivity DNA Kit (Agilent Technologies). Pooled libraries were denatured and loaded onto a TruSeq Rapid flow cell on an Illumina HiSeq 2500 and run for 50 cycles using a single-read recipe according to the manufacturer's instructions. De-multiplexed sequencing reads passed the default purify filtering of Illumina CASAVA pipeline (released version 1.8) and were quality trimmed/filtered using The FASTX-Toolkit (http://hannonlab.cshl.edu/fastx_toolkit). The filtered reads were further trimmed with both 5′ and 3′ adapter sequences and subjected to Chimira suite to align and count miRNA expression (62). The differentially expressed miRNAs (DEG) between FA to O_3_, males and females were identified by using the edgeR (63) and the TCC v1.14.0 R package (64) with false discovery rate (FDR) adjusted *p*-value of 0.1 as a significance cutoff.

### miRNA Data Analysis

We successfully identified 307 miRNAs with good correlation between mice (3 out of 4, Supplementary Table 1). We used two different parameters (methods) to analyze the identified miRNA expression (fold change). (a) The expression levels (fold change) of miRNAs from co-ex (FA to O_3_ for males and females) and KO (FA to O_3_ for males and females) were analyzed and differentially expressed miRNAs in co-ex and KO males and females were identified in response to FA or O_3_. (b) The changes in miRNA expression in co-ex were calculated by normalizing to KO, i.e., the level of expression of each individual experimental miRNA in co-ex males and females exposed to FA or O_3_ was divided by the corresponding miRNA in the KO. Next, the differentially expressed miRNAs between co-ex males and females were determined by dividing a specific individual male miRNA by the corresponding female miRNA (Supplementary Table 1).

### Gene Expression Analysis

The expression levels of CCND1, CCND2, CCNE1, CDK7, IL-6, IL-10, TLR2, TLR3, STAT3, MYD88, IL-4, IL2RG, EGR2, PTEN, TNFSF12, MDTH, JUN, E2F3, BCL2, TNF, CDK2, SMAD2, MMP2, ARG1, AKT1, PPARA, and MYC genes at mRNA level in the female and male co-ex and KO AM, were validated by qRT-PCR as described previously (41). The RT2 qPCR Primer assays were purchased from Qiagen. The AM cell samples [3 animals/treatment (FA or O_3_)] were analyzed in triplicates/animal and quantified relative to GAPDH mRNA.

### Statistical Analysis

Statistical differences between miRNA expression levels (fold change) in FA vs. O_3_ and male vs. female were evaluated by two-tailed *t*-test and nonparametric Mann-Whitney test. For multiple comparison analysis one-way analysis of variance (ANOVA) was employed followed by Bonferroni multiple comparisons. The *p*-values <0.05 were considered to be significant. All the data points are means ± standard deviation, and analyses were performed using Graph-Pad Prism software version 5.0 (Graph-Pad Software, San Diego, USA).

## Results

We have previously studied the AM miRNome in hTG mice carrying either SP-A1 or SP-A2 variants using the qRT-PCR method (41). In this study, because humans have both SP-A gene products, we were interested to a) determine the combined effect of SP-A1/SP-A2 (6A^2^/1A^0^, co-ex) on the AM miRNome in response to oxidative stress with or without normalization to KO in males and females; b) identify sex, treatment, and gene (co-ex) impact on the AM miRNome; c) use differentially expressed miRNAs of ≥2 fold in co-ex in response to O_3_ exposure in Ingenuity Pathway Analysis (IPA) to identify biological functions and regulatory network targets of the identified and differentially expressed miRNAs after normalized to KO and Bonferroni multiple corrections; d) compare the co-ex miRNome (present study) and its targets to that of hTG mice carrying SP-A2 (41) variant under the same condition.

### Effect of SP-A1/SP-A2 (6A^2^/1A^0^, co-ex) on AM miRNome Regulation

#### Without Normalization to KO

A total of 307 miRNAs from AMs of co-ex and KO in response to FA or O_3_ were identified from males and females (Supplementary Table 1). 

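Small RNA was sequenced from AM isolated 4 h after a 3 h exposure to FA or O3, from co-ex mice, which carry the human SP-A1 and SP-A2 genes, and from KO mice, which lack SP-A. The sequencing data comprise 28 libraries, with 4 libraries for each sex and exposure in co-ex and 3 for each sex and exposure in KO. The authors counted the reads aligned to each miRNA and divided the counts of each library by a size factor, and they deposited these normalized values in 4 tables, one for each genotype and sex, which list 368 miRNAs for co-ex females, 412 for co-ex males, 403 for KO females and 565 for KO males. All values of each of the 28 libraries were whole multiples of one step, so the read counts behind them were recovered. The libraries held between 41542 reads (co-ex females, O3, replicate 1) and 2082034 reads (KO males, O3, replicate 1) on miRNAs, with a median of 490152. In co-ex females the libraries ranged from 93520 to 488993 reads after FA (median 149549) and up to 260115 after O3 (median 214305), and in co-ex males from 126398 to 891030 after FA (median 336558) and from 209935 to 517721 after O3 (median 408363). In KO females they ranged from 744541 to 1002869 reads after FA (median 813151) and from 111080 to 634775 after O3 (median 593136), and in KO males from 981552 to 1787051 after FA (median 1397128) and from 919150 upward after O3 (median 1131817). A count of 0 allows up to 3 reads, which correspond to normalized values between 1.04 and 12.9 depending on the library, and since PCR reads are not independent molecules this limit covers counting error only. The 10 most abundant miRNAs took between 47.3% and 68.3% of the reads of a library. Within each table, O3 was compared with FA by limma on log2(normalized value + 1), for the miRNAs with a value of at least 5 in as many libraries as the smaller group holds, and miRNAs with a Benjamini-Hochberg adjusted p under 0.1, the threshold the authors used, were counted as differentially expressed. Fold changes on this scale understate the change of miRNAs with low values. As the tables were normalized separately, values of different tables were set beside each other only in the division of co-ex means by KO means that the paper makes, and a difference between sexes or genotypes in the response to O3 was tested as a difference of the changes within tables.

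**Figure D1:**
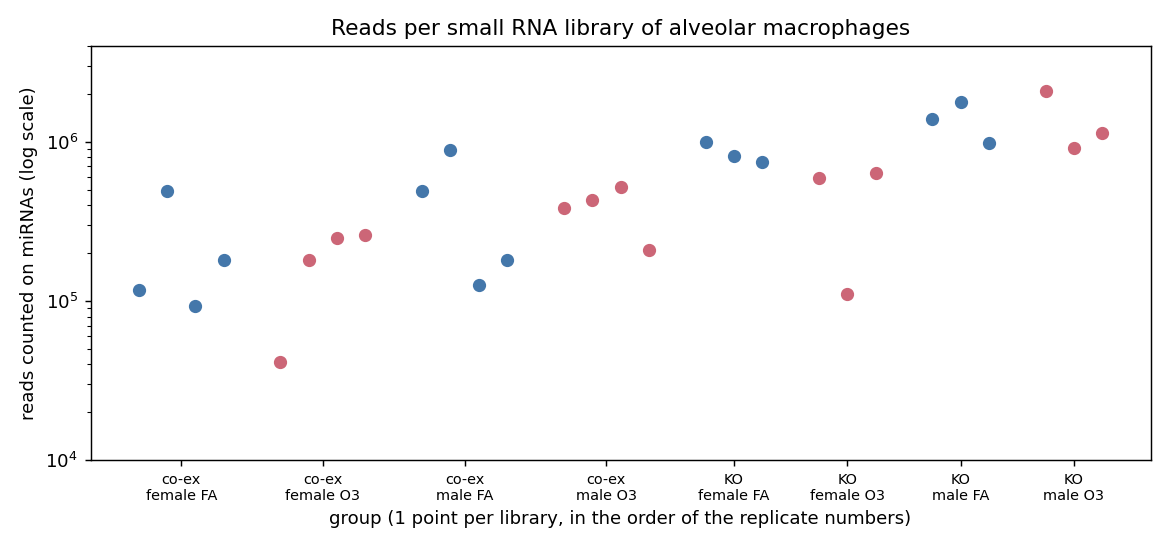
Reads on miRNAs in each of the 28 libraries, on a log axis, by genotype, sex and exposure; each point is 1 library. The co-ex females after O3 include the library with the fewest reads, 41542, and the KO males after O3 the one with the most, 2082034.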

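By limma, 1 of 271 tested miRNAs in co-ex females, 42 of 319 in KO females and 4 of 440 in KO males were differentially expressed between O3 and FA. At an unadjusted p under 0.05 the counts were 16, 82 and 32. In co-ex females, miR-486b-5p (mmu-mir-486b-5p in the tables) fell from 7675 ± 9772 (SD, n = 4) normalized units after FA to 514 ± 101 (SD, n = 4) after O3, a log2 fold change of -3.19 (standard error 0.61, adjusted p = 0.0341 from limma with Benjamini-Hochberg adjustment). Every O3 library lay below every FA library for this miRNA. Among all tested miRNAs, 11 (4.06%) had FA and O3 libraries that did not overlap, against 2.86% by chance with 4 libraries in each group. With either O3 replicate 2 or O3 replicate 4 left out, 0 miRNAs were differentially expressed in co-ex females, with 14 and 15 at an unadjusted p under 0.05, and the log2 fold change of miR-486b-5p stayed between -3.57 and -2.44 as each of the 8 libraries was left out. Another miRNA of red cells, miR-451a, was also lower after O3, at 20.8 against 2.46 normalized units. DESeq2 on the recovered reads, an alternative chosen after the data were seen, gave 1 differentially expressed miRNA in co-ex females as well, which was miR-101a-3p, the miRNA with the smallest q-value among those the authors deposited (the paper's log2 fold change is 1.34 and its q-value 0.0467).

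**Figure D2:**
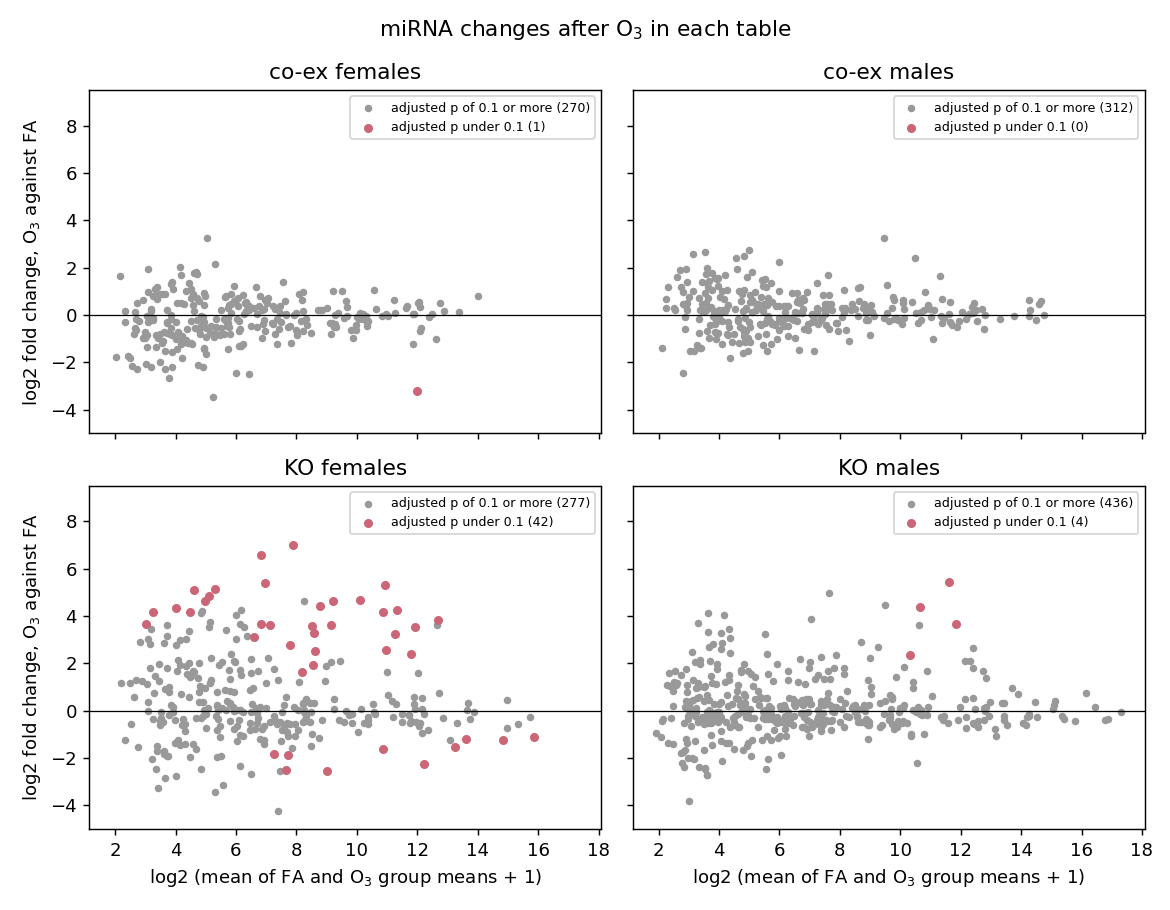
Log2 fold change between O3 and FA (y axis) against the log2 of the mean of the FA and O3 group means + 1 (x axis) for each miRNA tested in the 4 tables; red points mark miRNAs with an adjusted p under 0.1 from limma. These number 1 in co-ex females, 0 in co-ex males, 42 in KO females and 4 in KO males.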

We observed significant differences (*p* < 0.05) in the expression of AM miRNAs in response to FA or O_3_ in co-ex females and KO males and females (Figures 1A,C,D). No significant differences were observed in co-ex males, after exposure to FA or O_3_ (Figure 1B). 

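In co-ex males, 0 of 312 miRNAs had an adjusted p under 0.1 by limma, and 11 had an unadjusted p under 0.05. The FA and O3 libraries did not overlap for 9 miRNAs (2.88%), about the share that chance gives for groups of this size. No setting that was tried, including each of the 8 libraries left out in turn, gave a differentially expressed miRNA in co-ex males. The q-values the authors deposited for co-ex males are all above 0.1 too, and the smallest is 0.280.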

One-way ANOVA and Bonferroni multiple comparison analysis was performed to find the effect of treatment (FA, and O_3_) and sex (males, and females) as well as the interaction between the two parameters (sex and treatment). 

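Co-ex males and females were compared on the recovered reads with edgeR's quasi-likelihood test and TMM normalization, a comparison that was to be made only if reads could be recovered. After FA, 33 of 238 miRNAs had an adjusted p under 0.1 by edgeR, 4 higher and 29 lower in males. After O3, there were 19 of 244 such miRNAs, 15 higher and 4 lower in males. The paper's Table 1 includes miR-1195, which had a log2 fold change between males and females of -4.45 after FA (adjusted p = 0.00688 from edgeR's quasi-likelihood test). The hairpin of miR-1195 shares stretches of 18 bases with transcripts of 1507 other genes. Table 1 also includes miR-103-3p, higher in males after FA by a log2 fold change of 1.10 (adjusted p = 0.0816 from edgeR's quasi-likelihood test). A further member, miR-181a-5p, was higher in males after O3 by a log2 fold change of 1.98 (adjusted p = 0.0315 from edgeR's quasi-likelihood test). The counts of miRNAs differing between the sexes rested on single libraries. After FA they ranged from 11 without female replicate 1 to 68 without female replicate 2, and were 13 without female replicate 4, 13 without male replicate 1 and 17 without male replicate 2. After O3 the count was 0 without female replicate 2, female replicate 4, male replicate 1 or male replicate 3, where between 39 and 58 miRNAs had an unadjusted p under 0.05, it was 1 without female replicate 1, and it was 71 without male replicate 2. DESeq2 in place of edgeR gave 61 miRNAs after FA and 60 after O3.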

In co-ex, there was a significant difference between FA-exposed males and females (Figure 1E) but no significant difference was observed after O_3_ exposure between males and females (Figure 1E). However, females (but not males) showed a significant difference between FA or O_3_ exposure (Figure 1E). 

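Taken over the 307 miRNAs, the ratio of the FA mean to the O3 mean averaged 1.75 in co-ex females and the ratio of the O3 mean to the FA mean averaged 1.25, a difference with an exact two-sided permutation p of 0.114 over the 70 relabellings of the 8 libraries, where the smallest p that 4 libraries against 4 allow is 0.0286. In co-ex males the averages were 1.15 and 1.52 (exact two-sided permutation p = 0.714), and 1.62 and 1.22 without O3 replicate 2, which turns their order around. The libraries, and not the miRNAs, were the units that were permuted here. Whether the response to O3 itself differed between co-ex males and females was tested by limma over the 16 co-ex libraries, and 0 of 249 miRNAs had an adjusted p under 0.1, with 8 at an unadjusted p under 0.05. Without co-ex male O3 replicate 4, 1 miRNA had an adjusted p under 0.1.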

Whereas, in KO (i.e., in the absence of SP-A altogether), there was a significant difference between male and female after O_3_ exposure, no significant difference was observed after FA exposure (Figure 1F), indicating a role of SP-A in O_3_ exposure between sexes. However, similar to what was shown for the co-ex (Figure 1E), the KO females (but not the males) showed a significant difference after FA or O_3_ exposures (Figure 1F). Moreover, the miRNAs identified from KO females exposed to O_3_, showed a significant difference compared to KO males exposed to FA (Figure 1F).

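In KO, edgeR's quasi-likelihood test on the recovered reads of males against females gave 0 of 301 miRNAs with an adjusted p under 0.1 after FA and 0 of 311 after O3. At an unadjusted p under 0.05 there were 23 after FA and 28 after O3. The smallest adjusted p from edgeR was 0.507 after FA, for let-7e-5p, and 0.425 after O3, for miR-15a-5p, both miRNAs singled out after their values were seen. DESeq2 gave 11 miRNAs after FA and 7 after O3, and 1 miRNA passed in edgeR after O3 without male replicate 2.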

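Of the 42 miRNAs differentially expressed in KO females, 32 were higher and 10 lower after O3, and the 3 O3 libraries lay apart from the 3 FA libraries for all of them. Of the tested miRNAs, 100 (31.3%) had such groups, against 10% by chance with 3 libraries in each group. The 5 miRNAs with the smallest adjusted p were all higher after O3. The values of miR-6538, whose gene lies on chromosome 12 of GRCm38 from 26414901 to 26415010 in an intron of Rnf144a, rose from 115 ± 94.9 (SD, n = 3) normalized units after FA to 3800 ± 653 (SD, n = 3) after O3, a log2 fold change of 5.32 (standard error 0.53, adjusted p = 0.00143 from limma). For miR-92b-3p (chromosome 3, 89227116 to 89227198, intergenic) the log2 fold change was 3.54 (standard error 0.37), and for miR-34b-3p (chromosome 9, 51103562 to 51103645, intergenic) it was 4.25 (standard error 0.61). The genes of miR-200a-3p and miR-200b-3p lie together on chromosome 4 from 156054896 to 156055750 in introns of Ttll10, and their log2 fold changes were 3.62 (standard error 0.49) and 3.26 (standard error 0.48). The adjusted p of these 4 miRNAs in limma lay at or under 0.00523. Both miR-200 members belong to a list of 11 miRNAs of epithelial cells, 10 of which were higher in every O3 library than in every FA library. The number of differentially expressed miRNAs was 69 with DESeq2 on the recovered reads, and it was 25 without O3 replicate 3 and 52 without O3 replicate 1. Of the 69 miRNAs that the q-values deposited by the authors put under 0.1, 40 were among the 42. Over 298 miRNAs with a mean above 0 in both groups, the ratio of the O3 mean to the FA mean averaged 12.5 and its inverse 1.35 (exact two-sided permutation p = 0.1, the smallest that 3 libraries against 3 allow). The median ratio was 1.03, and the average of 12.5 was 4.91 without O3 replicate 3 and 22.1 without FA replicate 2.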

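All 4 miRNAs differentially expressed in KO males were higher after O3. The values of miR-6538 rose from 160 ± 108 (SD, n = 3) normalized units to 6066 ± 998 (SD, n = 3), a log2 fold change of 5.42 (standard error 0.52, adjusted p = 0.00704 from limma), and those of miR-2137, whose gene lies on chromosome X from 72992079 to 72992144 in an intron of Zfp185, had a log2 fold change of 4.40 (standard error 0.57, adjusted p = 0.0257 from limma). For miR-34b-3p it was 3.65 (standard error 0.64) and for miR-5126 it was 2.36 (standard error 0.41), with an adjusted p of 0.0756 from limma for both. Reads from other transcripts are not excluded for miR-6538 and miR-2137 in KO males either. The count of differentially expressed miRNAs depended on the libraries. Without FA replicate 3 it was 86, with 66 miRNAs higher and 20 lower after O3, without FA replicate 1 it was 2, without FA replicate 2, O3 replicate 1 or O3 replicate 2 it was 1, and without O3 replicate 3 it was 0, with 24 at an unadjusted p under 0.05. Among tested miRNAs, 56 (12.7%) had FA and O3 libraries that did not overlap. The average ratios over the 307 miRNAs were 1.53 for FA over O3 and 1.61 for O3 over FA (exact two-sided permutation p = 1), and 1.02 and 3.34 without FA replicate 3. Without FA replicate 1, FA replicate 2, O3 replicate 2 or O3 replicate 3, the average for FA over O3 was the larger. KO males and KO females shared 3 differentially expressed miRNAs, and 31 without male FA replicate 3, all in the same direction. Whether the response to O3 differed between KO males and females was tested by limma over the 12 KO libraries, and 0 of 309 miRNAs had an adjusted p under 0.1, with 17 at an unadjusted p under 0.05.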

**Figure 1:**
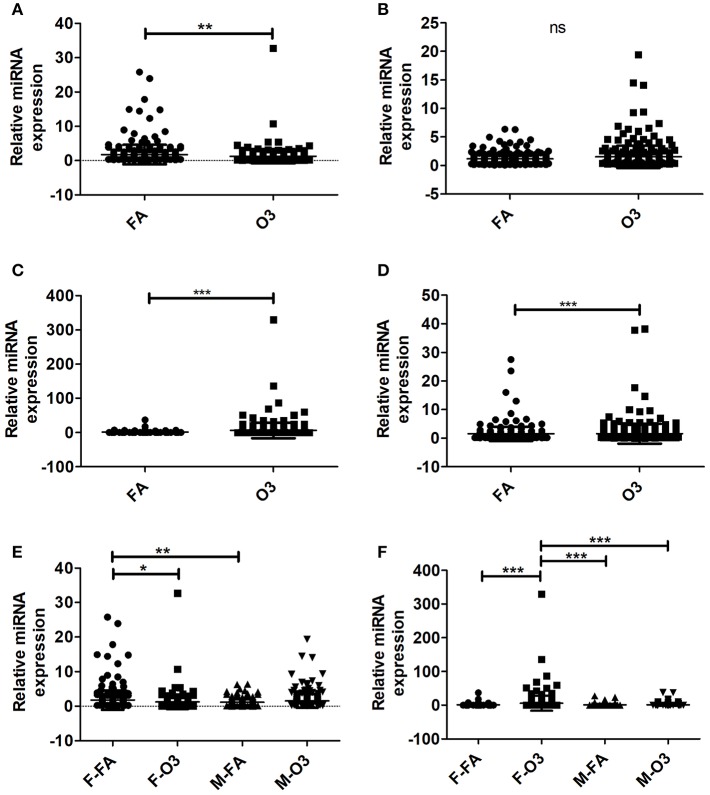
Regulation of the AM miRNome in co-ex and KO males (M) and females (F) after Filter air (FA) and Ozone (O_3_) exposure. Comparisons between miRNAs identified after FA or O_3_ exposure in co-ex females **(A)**, males **(B)**, and KO females **(C)**, males **(D)**. Significant differences observed between treatment in co-ex females, KO males and females (**A,C,D**; *P* < 0.05). **(E,F)** Depict the Bonferroni multiple comparisons of the miRNAs identified after FA or O_3_ exposure in co-ex and KO, respectively. A significant difference is observed in co-ex and KO females as a function of treatment **(E,F)**. Significant differences (*P* < 0.05) in miRNA regulation were observed between sexes in co-ex (F-FA vs. M-FA, **E**), and in KO (F-O_3_ vs. M-O_3_, F-O_3_ vs. M-FA, **F**). ns, not significant. ^*^p < 0.05, ^**^p < 0.001, ^**^p < 0.0001.

#### Normalization to KO

By normalizing the expression of miRNAs in co-ex to KO, i.e., the level of expression of each individual experimental miRNA (i.e., in SP-A1/SP-A2, co-ex) was divided by the level of the corresponding miRNA in the KO (Supplementary Table 1), we found significant differences in the differential expression of miRNAs in both males and females after FA or O_3_ exposure (Figures 2A,B). 

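The change after O3 was compared between co-ex and KO of the same sex by limma, as the difference of the log2 fold changes in the 2 tables, which keeps the spread between libraries that a ratio of means leaves out. In females, 21 of 241 miRNAs had an adjusted p under 0.1, with 1 change higher and 20 changes lower in co-ex than in KO, and 44 had an unadjusted p under 0.05. The smallest adjusted p belonged to miR-34c-3p (chromosome 9 of GRCm38, 51103034 to 51103110, intergenic), whose log2 fold change was -0.59 in co-ex females and 7.00 in KO females, a difference of -7.60 (standard error 1.09, adjusted p = 0.000825 from limma). The partner strand of this hairpin, miR-34c-5p, belongs to the list of epithelial miRNAs. With each of the 14 female libraries left out in turn, the count ranged from 9 without co-ex FA replicate 4 to 31 without KO FA replicate 1, and it was 10 without co-ex FA replicate 1 and 12 without KO O3 replicate 2. Scaling each library to its total, in place of the size factors of the authors, gave 32 miRNAs. In males, 0 of 305 miRNAs had an adjusted p under 0.1, and 6 had an unadjusted p under 0.05.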

The one-way ANOVA and Bonferroni multiple comparison analysis resulted in similar observations as those observed in Figure 1E in the absence of KO normalization. Significant differences in miRNAs differentially expressed were observed in females between FA to O_3_ exposure and FA-exposed females to FA-exposed males, with no significant difference observed of differentially expressed miRNAs after O_3_ exposure between males and females (Figure 2C). 

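After normalization to KO, that is with each co-ex group mean divided by the KO group mean of the same sex and exposure, the ratio of the O3 value to the FA value had a median of 0.777 over 298 miRNAs in females and 1.17 over 307 miRNAs in males. The average of this ratio was 1.43 in females and 1.84 in males, and that of its inverse 128.9 in females and 1.29 in males. Single libraries moved these averages. In females that of the inverse was 12.2 without KO female O3 replicate 3, 21.5 without co-ex female FA replicate 1 and 300.3 without KO female FA replicate 2. In males the average was 5.00 without co-ex male FA replicate 2, and without KO male FA replicate 3 that of the inverse was 2.62 and the median ratio 0.957. In females, 7 of the 305 listed miRNAs had a KO mean of 0 in one of the exposures and thus no ratio. A KO group mean enters the ratio of every miRNA without its spread, and no permutation of libraries was run on these averages.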

Unlike in Figure 1E, FA-exposed females differed significantly from O_3_-exposed males (Figure 2C).

**Figure 2:**
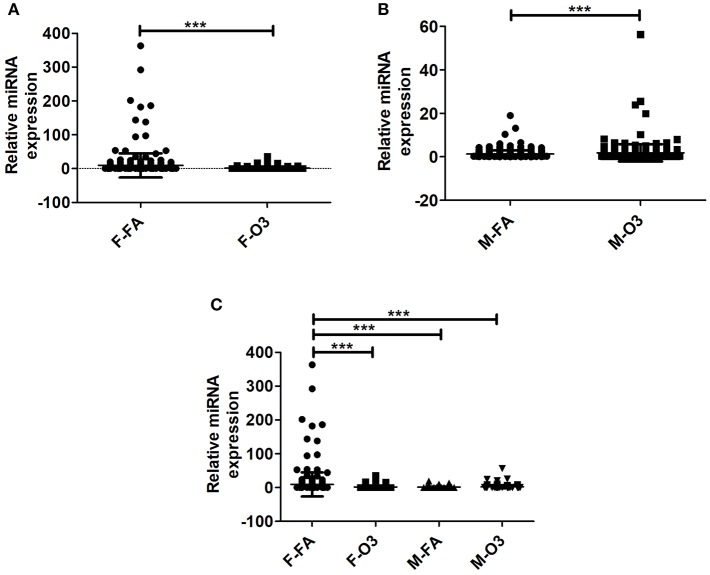
Effect of normalization on the regulation of miRNAs. The miRNAs identified from co-ex were normalized to same miRNAs identified in KO males and females after FA or O_3_ exposure. **(A,B)** Depict the differences in miRNA regulation in females and males after FA or O_3_. Significant differences (*P* < 0.05) were observed in both sexes after FA or O_3_ exposure **(A,B)**. **(C)** Depicts the Bonferroni multiple comparisons of the miRNAs identified after FA or O_3_ exposure in co-ex. A significant difference (*P* < 0.05) was observed between co-ex FA or O_3_ exposed females and between sexes in co-ex (F-FA vs. M-FA, and F-FA vs. M-O_3_) **(C)**. ^***^p < 0.0001.

The observations made with or without normalization to KO indicate that the AM miRNome of hTG mice carrying both SP-A1/SP-A2 (6A^2^/1A^0^, co-ex), exhibit no differences in miRNA expression between sexes in response to oxidative stress (O_3_ exposure), but sex differences are observed in controls (i.e., after FA exposure; Figures 1E, 2C). Female co-ex exhibited significant differences between FA or O_3_ exposure. The presence of the two genes may play a protective role in the outcome of miRNA expression in response to oxidative stress, especially in males.

### Regulation of miRNAs That Changed ≥2 Fold in Response to FA, O_3_, and Sex

We further looked into the AM miRNAs, whose expression compared to control miRNAs is altered ≥2 fold in response to FA or O_3_ from co-ex and KO males and females, and compared them between males and females.

#### Without Normalization to KO

First we compared AM miRNAs of FA vs. O_3_ exposed animals. 

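The number of miRNAs at least 2-fold higher after FA or after O3 was taken from the ratio of the group means, over the 307 miRNAs of Supplementary Table 1. In co-ex females, 49 miRNAs were at least 2-fold higher after FA and 36 after O3. In co-ex males the numbers were 31 after FA and 45 after O3. Many of these miRNAs had few reads. Of the 85 in females, 42 had a mean under 10 normalized units, and of the 76 in males, 24 did. With miRNAs restricted to a mean of at least 10, 23 miRNAs in females remained at least 2-fold higher after FA and 20 after O3, and 20 in males after FA. The FA and O3 libraries did not overlap for 9 of the 85 miRNAs in females (10.6%) and for 3 of the 76 in males (3.95%). Chance gives 2.86% of all miRNAs, but these were picked for a difference of means, which makes such a gap more likely. Among all tested miRNAs the shares were 4.06% in females and 2.88% in males.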

We found that in co-ex females, 49 miRNAs were changed after FA and 36 miRNAs after O_3_ exposure, whereas in males, 31 miRNAs were changed in FA and 45 in O_3_ exposure. The same comparison in KO AM miRNome showed that in females 45 miRNAs were changed ≥2 fold in FA and 94 miRNAs in O_3_, while in males 34 miRNAs were changed ≥2 fold in FA and 41 miRNAs in O_3_ (Figure 3A, Supplementary Table 1). 

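In KO females, 45 miRNAs were at least 2-fold higher after FA and 93 after O3, among 305 of the 307 miRNAs that the table for KO females lists, and another 6 were listed at 0 in all FA libraries and 1 in all O3 libraries, for which no fold is given. In KO males the numbers were 33 after FA and 41 after O3. The FA and O3 libraries did not overlap for 72 of these miRNAs in females (52.2%) and for 28 of 74 in males (37.8%). Chance gives 10% of all miRNAs, but these were picked for a difference of means, which makes such a gap more likely. Among all tested miRNAs the shares were 31.3% in KO females and 12.7% in KO males. A mean under 10 normalized units was seen for 22 of them in females and 8 in males. In males, the library FA replicate 3 carried much of the result, since without it 16 miRNAs were at least 2-fold higher after FA and 81 after O3, while without FA replicate 2 there were 51 after FA. Splitting the same 6 libraries of KO females into groups of 3 in the 10 possible ways, only the split by exposure gave as many miRNAs, while in KO males 5 of the 10 splits did. In co-ex, with 35 possible splits of the 8 libraries, 13 splits gave as many in females and 19 in males.

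**Figure D3:**
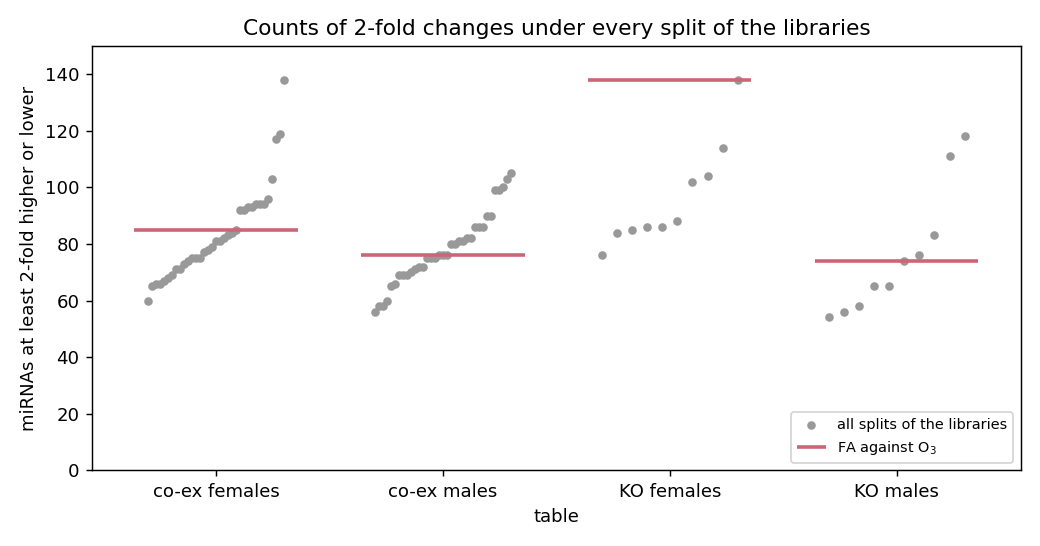
Number of miRNAs at least 2-fold higher or lower (y axis) for every split of the libraries of one genotype and sex into groups of equal size; grey points are all splits and the line is the split by exposure. The split by exposure gives the highest number in KO females only.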

In both co-ex and KO, all the miRNAs that had ≥2 fold are specific either to FA or O_3_ exposure, with no miRNAs in common between FA or O_3_ in either males or females.

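A ratio of means that is at least 2 in one direction is at most 0.5 in the other, so the number of miRNAs in common between FA and O3 is 0 in each of the 4 tables by the definition of the measure.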

**Figure 3:**
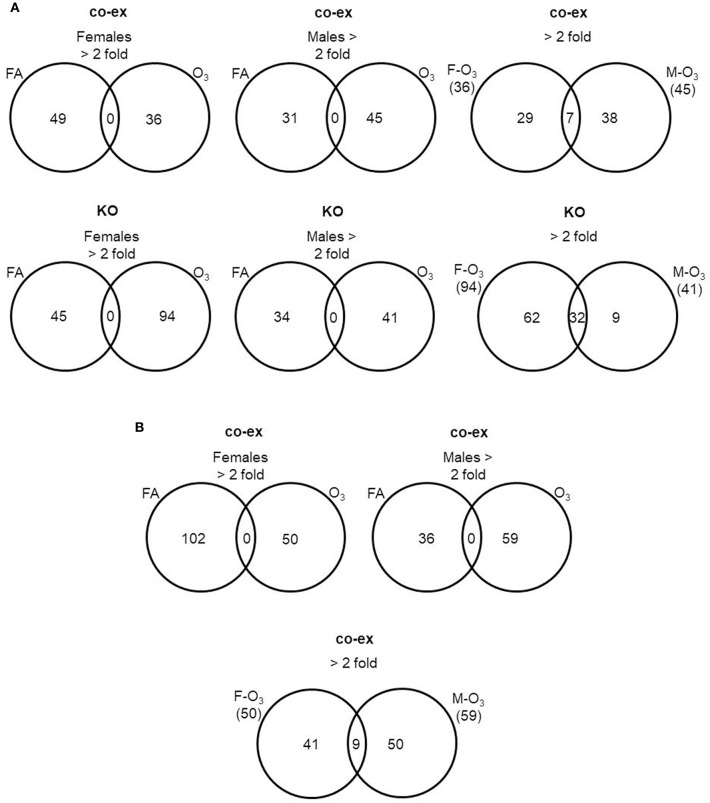
Comparison of miRNAs affected by FA or O_3_ in co-ex females and males. A. The Venn diagrams show miRNAs with significant changes ≥2 fold in response to FA or O_3_ in AM of males and female co-ex and KO. Out of the 307 miRNAs identified after FA or O_3_, 49 miRNAs had ≥2 fold and 36 miRNAs were ≥2 fold after FA or O_3_ exposure respectively, in co-ex females and in co-ex males 31 miRNAs had ≥2 fold and 45 miRNAs were ≥2 fold after FA or O_3_ exposure **(A)**. A similar comparison in KO resulted in 45 miRNAs with ≥2 fold and 94 miRNAs with ≥2 fold after FA or O_3_ exposure, respectively, in KO females, and in KO males 34 miRNAs and 41 miRNAs with ≥2 fold after FA or O_3_ exposure, respectively. In both co-ex and KO there were no differentially regulated miRNAs found in common after FA or O_3_ exposure **(A)**. A comparison of differentially regulated miRNAs after O_3_ exposure in co-ex between females and males, identified 36 miRNAs ≥2 fold in females and of these 29 were specific to females. In males 45 miRNAs ≥2 fold were identified and of these 38 were specific to males. Seven miRNAs were identified to be in common between females and males after O_3_ exposure **(A)**. Whereas, in KO of the 94 miRNAs ≥2 fold in females, 62 were specific to females, and of the 41 miRNAs ≥2 fold in males, 9 were specific to males. Thirty-two miRNAs were identified to be in common between females and males after O_3_ exposure **(A)**. **(B)** The Venn diagrams show the number of miRNAs identified from co-ex after normalization to the same miRNAs identified in KO males and females after FA or O_3_ exposure. Out of the 307 miRNAs identified after FA or O_3_, 102 miRNAs ≥2 fold and 50 miRNAs ≥2 fold were observed after FA or O_3_ exposure, respectively, in co-ex females. In co-ex males, 36 miRNAs ≥2 fold and 59 miRNAs ≥2 fold were identified after FA or O_3_ exposure, respectively. In both co-ex females and males, there were no differentially regulated miRNAs found in common after FA or O_3_ exposure. A comparison of differentially regulated miRNAs after O_3_ exposure in co-ex between females and males, identified 50 miRNAs ≥2 fold in females and of these, 41 were specific to females. In males of the 59 miRNAs ≥2 fold, 50 were specific to males and 9 miRNAs were identified to be in common between females and males after O_3_ exposure.

Next, we compared males vs. females (co-ex, KO) in response to oxidative stress. In co-ex females, 36 miRNAs were differentially expressed (≥2 fold) compared to 45 miRNAs in males, with 7 miRNAs (≥2 fold) being in common in both males and females. Of these, 29 miRNAs are unique to females and 38 are unique to males (Figure 3A). 

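The 7 miRNAs at least 2-fold higher after O3 in both sexes of co-ex were miR-141-3p, miR-22-5p, miR-29c-3p, miR-32-5p, miR-542-3p, miR-582-3p and miR-872-5p. If the lists of the sexes were independent, 5.28 shared miRNAs would be expected (Fisher's exact test across miRNAs, p = 0.450, given as a description since miRNAs are not independent replicates). One of the 7, miR-141-3p, belongs to the list of epithelial miRNAs. Across the 249 miRNAs tested in both tables, the log2 fold changes of co-ex females and males had a Pearson r of 0.149 and a Spearman rho of 0.153, and 54.6% had the same sign in both sexes.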

In KO females after O_3_ exposure, 94 miRNAs had ≥2 fold expression compared to 41 miRNAs in males. Of these 32 miRNAs were found in common in both sexes (Figure 3A), and 62 miRNAs are unique to females and 9 to males (Figure 3A). 

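In KO, 29 miRNAs were at least 2-fold higher after O3 in both sexes, 64 in females only and 12 in males only. Independent lists would share 12.5 (Fisher's exact test across miRNAs, p = 1.15e-08, again as a description). With the miRNAs listed at 0 after FA in females counted as higher after O3, 34 were shared. Across the 309 miRNAs tested in both KO tables, the log2 fold changes of females and males had a Pearson r of 0.604 and a Spearman rho of 0.468, and 67.6% had the same sign. Of the shared miRNAs, 27 have a hairpin in the annotation, and the hairpins of 13 of these (48.1%) share stretches of 18 bases with transcripts of at least 20 other genes, against 10.2% of the 295 listed miRNAs that have a hairpin.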

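The miRNA shared by the sexes in both genotypes was miR-872-5p, whose gene lies on chromosome 4 of GRCm38 from 94665157 to 94665237 in an intron of Ift74. Its mean rose after O3 from 14.2 to 63.4 normalized units in co-ex females, from 2.64 to 24.8 in co-ex males, from 12.4 to 113 in KO females and from 97.8 to 287 in KO males.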

Of the seven miRNAs found to be in common between co-ex male and females after O_3_ exposure only one miRNA is included in the 32 miRNAs found in common between KO males and females (Supplementary Table 1). Of interest the co-ex had a significantly lower number of shared miRNAs between the sexes compared to KO (7 vs. 32), indicating the major effect of sex on co-ex (Supplementary Table 1).

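With each library left out in turn, the number of miRNAs shared by the sexes ranged from 6 to 11 in co-ex, with 11 without female O3 replicate 2 and also without male FA replicate 1, and from 22 to 63 in KO, with 63 without male FA replicate 3. The difference between the 2 overlaps was not tested as such. From the smaller number of miRNAs that males and females share in co-ex than in KO, the paper concludes that sex has a major effect in co-ex.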

#### With Normalization to KO

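With the means of co-ex females divided by those of KO females, 102 miRNAs were at least 2-fold higher after FA and 50 after O3. Of the 102, 27 were at least 2-fold higher after FA without the normalization, and 81 (79.4%) were at least 2-fold higher after O3 in KO. When the 8 co-ex libraries were given the FA and O3 labels in the 69 other ways, with the KO libraries left as they were, this share had a median of 81.3% and ranged from 62.3% to 91.4%. Restricted to a mean of at least 10 normalized units, the numbers were 62 and 33.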

By normalizing the miRNAs identified in co-ex to KO, we found 102 miRNAs to be differentially expressed ≥2 fold in females after FA exposure compared to 50 miRNAs after O_3_ exposure (Figure 3B). In the case of males, 36 miRNAs are differentially expressed after FA exposure and 59 miRNAs had ≥2 fold after O_3_ exposure. 

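In males the same division gave 36 miRNAs at least 2-fold higher after FA and 58 after O3. Of the 36, 12 were so without the normalization and 23 (63.9%) were at least 2-fold higher after O3 in KO, where the other labellings of the co-ex libraries had a median of 56.3% and a range from 30.4% to 72.2%. Without KO male FA replicate 3 the numbers were 84 after FA and 35 after O3, and without co-ex male O3 replicate 2 the number after FA was 60. Values scaled to the total reads of each library, in place of the values of the authors, turned the order around, with 64 miRNAs higher after FA and 34 after O3.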

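The ratio after normalization is also 1 number per miRNA, so the number of miRNAs at least 2-fold higher in both directions is 0 for each sex by the definition of the measure.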

In both co-ex males and females, all the miRNAs with ≥2 fold are specific to either FA or O_3_. A comparison of miRNAs from males and females after O_3_ exposure showed 50 miRNAs ≥2 fold in females vs. 59 miRNAs in males (Figure 3B). Of these, 41 are unique to females and 50 to males, with 9 being found in common. These data indicate that when the expression of the AM miRNome in co-ex, after normalization to KO is compared in males and females, following exposure to FA or O_3_, the observed changes in miRNA levels are either specific to males or females. However, when the miRNome between males and females co-ex normalized KO is compared after oxidative stress there are few miRNAs that are found in common in co-ex males and females (Supplementary Table 1).

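The 9 miRNAs at least 2-fold higher after O3 in both sexes after normalization were miR-191-3p, miR-20a-5p, miR-21a-3p, miR-22-5p, miR-32-5p, miR-450a-5p, miR-505-5p, miR-98-3p and miR-98-5p, with 41 in females only and 49 in males only. Independent lists would share 9.51 (Fisher's exact test across miRNAs, p = 1). Of these miRNAs, miR-22-5p and miR-32-5p were also among those shared by the sexes of co-ex without normalization.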

### Ingenuity Pathway Analysis (IPA)

We performed IPA to further understand the role of significantly changed miRNAs in co-ex males and females under the studied conditions. After Bonferroni correction, expression of miRNAs in co-ex females exhibited significant differences in response to OxS, but not in males (Figure 2C). However, the IPA analyses before and after the Bonferroni correction were identical because the miRNA data input in IPA was same. We were able to identify biological functions and regulatory network targets of these differentially expressed miRNAs. The targets shown in Figure 4 are involved in anti-apoptosis, cell cycle, cellular growth and proliferation, as well as pro-inflammatory response are affected by differential expression of miRNAs in response to O_3_ exposure (Supplementary Table 1). These targets include CCND1, CCND2, CCNE1, CDK7, IL-6, IL-10, TLR2, TLR3, STAT3, TNFSF12, MYD88, IL-4, IL2RG, EGR2, PTEN, MDTH, JUN, E2F3, BCL2, TNF, CDK2, MYC, SMAD2, MMP2, ARG1, AKT1, and PPARA mRNAs. 

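Table 1 lists 23 miRNAs, and for each of them the O3 mean of the 4 libraries was divided by the FA mean of the 4 libraries in co-ex females and in co-ex males. A two-sided exact permutation test over the 8 libraries gave its smallest p in females for miR-181a-5p, at 0.0286, which is 0.438 when adjusted over the list alone, and in males 0.0571, for miR-101b-3p, which is 0.657 when adjusted over the list alone. These libraries are also the ones on which the list was chosen, so neither value is independent evidence. By limma, 0 of the 21 miRNAs tested in females and 0 of the 23 in males had an adjusted p under 0.1 over all tested miRNAs or over the list alone, and 1 in each sex had an unadjusted p under 0.05. In females, miR-181a-5p (from genes on chromosomes 1 and 2) fell from 720 ± 160 (SD, n = 4) to 416 ± 81.5 (SD, n = 4) normalized units, with every O3 library below every FA library, and in males it was 3061 ± 785 and 3226 ± 921, a ratio of 1.05 that fell to 0.969 without O3 replicate 3.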

The miRNAs that were changed significantly in co-ex females and males in response to O_3_ exposure and their targets are listed in Table 1.

**Figure 4:**
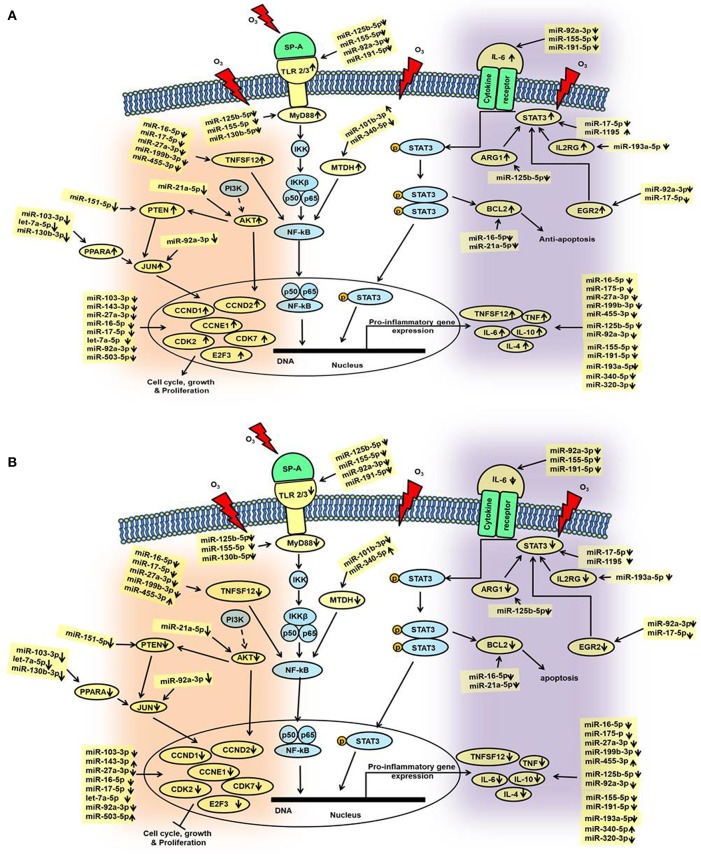
Schematic representation of the identified miRNAs in co-ex AM and their targets in response to OxS. This diagram depicts the significantly changed miRNAs and their targets in the various pathways. These include pathways of cell cycle, and cellular growth and proliferation as well as, pathways of pro-inflammatory response and anti-apoptosis, **(A)** males and **(B)** females. The miRNAs and genes studied in the present study are highlighted with yellow. Up (↑) and down (↓) arrows indicate increase or decrease.

**Table 1:** Expression levels of co-ex AM miRNAs (males and females) in response to OxS and its mRNA targets identified by IPA analysis.

**miRNA ID**	**Fold change in females**	**Fold change in males**	**Target molecule**
let-7a-5p	1.089^*^	1.327^*^	CCND1, CCND2, E2F3, PPARA
miR-101b-3p	1.152^*^	2.338	MTDH
miR-103-3p	0.819^*^	0.845^*^	E2F3, PPARA
miR-125b-5p	1.269^*^	0.834^*^	TLR2, TNF, ARG1, MYD88
miR-143-3p	2.370	0.835^*^	E2F3
miR-151-5p	1.127^*^	1.452^*^	PTEN
miR-155-5p	1.248^*^	1.316^*^	IL-6, TLR2, MYD88
miR-16-5p	1.148^*^	1.012^*^	CCND1, CCNE1, CDK7, TNFSF12, E2F3, BCL2
miR-17-5p	0.959^*^	0.952^*^	CCND1, CCND2, CCNE1, CDK7, STAT3, EGR2, E2F3, MYC, TNFSF12
miR-181a-5p	0.577^*^	1.053^*^	SMAD2
miR-191-5p	1.032^*^	0.455^*^	IL-6, TLR3
miR-193a-5p	0.252^*^	0.856^*^	IL-10, IL2RG
miR-199b-3p	1.829^*^	0.542^*^	PTEN, TNFSF12
miR-21a-5p	1.739^*^	1.447^*^	BCL2, AKT
miR-27a-3p	1.053^*^	1.482^*^	E2F3
miR-340-5p	2.572	1.051^*^	MTDH, MYD88
miR-455-3p	2.776	0.491^*^	TNFSF12
miR-503-5p	2.332	0.918^*^	CDK2
miR-92a-3p	0.773^*^	0.795^*^	CCND1, CCNE1, CDK7, IL-6, TLR2, TLR3, EGR2, JUN, E2F3, TNF, SMAD2
miR-1195	0.797^*^	4.739	STAT3
miR-320-3p	0.700^*^	0.876^*^	MYD88
miR-130b-3p	0.127^*^	0.505^*^	PPARA
miR-130b-5p	0.581^*^	0.445^*^	MYD88

* *Indicates downregulation*.

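Of the 23 miRNAs in Table 1, 14 had an O3 mean above the FA mean in co-ex females and 9 an O3 mean below it, and in co-ex males 10 were higher and 13 lower. Lower in both sexes were 7 miRNAs, which were miR-103-3p, miR-17-5p, miR-193a-5p, miR-92a-3p, miR-320-3p, miR-130b-3p and miR-130b-5p, and 8 were higher in both. A change of at least 2-fold was reached by 4 miRNAs upward and 2 downward in females, and by 2 upward and 3 downward in males. The number of higher miRNAs ranged from 11 to 15 in females and from 9 to 14 in males as each library was left out. The largest fall in females was that of miR-130b-3p, from 5.80 ± 2.76 (SD, n = 4) to 0.739 ± 1.48 (SD, n = 4), where only O3 replicate 3 had reads, 5 of them. Values of miR-193a-5p fell in females from 45.9 ± 45.4 to 11.6 ± 10.1 and had a ratio of O3 to FA of 0.856 in males, and those of miR-320-3p from 1531 ± 876 to 1072 ± 544 and from 2809 ± 1508 to 2462 ± 334. None of these changes passed a test after adjustment.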

In general, we observed largely a downregulation of miRNAs in both males and females and upregulation of their targets in co-ex males but not in females (Figures 4A,B). For example, a significant downregulation of miR-191-5p, miR-155-5p, and miR-92a-3p expression was observed in response to O_3_ in both co-ex males and females but their target IL-6 mRNA is upregulated in males but downregulated in females. 

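The ratio of the O3 mean to the FA mean of miR-191-5p (chromosome 9 of GRCm38, 108568319 to 108568392, in an exon of the lincRNA 4833445I07Rik) was 1.03 in co-ex females, with means of 456 ± 339 (SD, n = 4) and 470 ± 180 normalized units, and 0.455 in co-ex males, with 2948 ± 1960 and 1342 ± 799. Without female FA replicate 2, whose value of 959 stood above the 248 to 357 of the other FA libraries, the ratio in females was 1.63, and without O3 replicate 3 it was 0.876. For miR-155-5p (chromosome 16, 84714140 to 84714204, in an exon of Mir155hg), the ratio was 1.25 in females, from 89.0 ± 105 to 111 ± 46.2, and 1.32 in males, from 164 ± 79.3 to 215 ± 74.1. In females it was 2.91 without FA replicate 2 and 0.950 without FA replicate 3. For miR-92a-3p, the ratio was 0.773 in females, from 1462 ± 490 to 1131 ± 146, and 0.796 in males, from 2947 ± 386 to 2345 ± 340. Exact two-sided permutation tests gave p between 0.0857, for miR-92a-3p in males, and 0.743, for miR-191-5p in females.

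**Figure D4:**
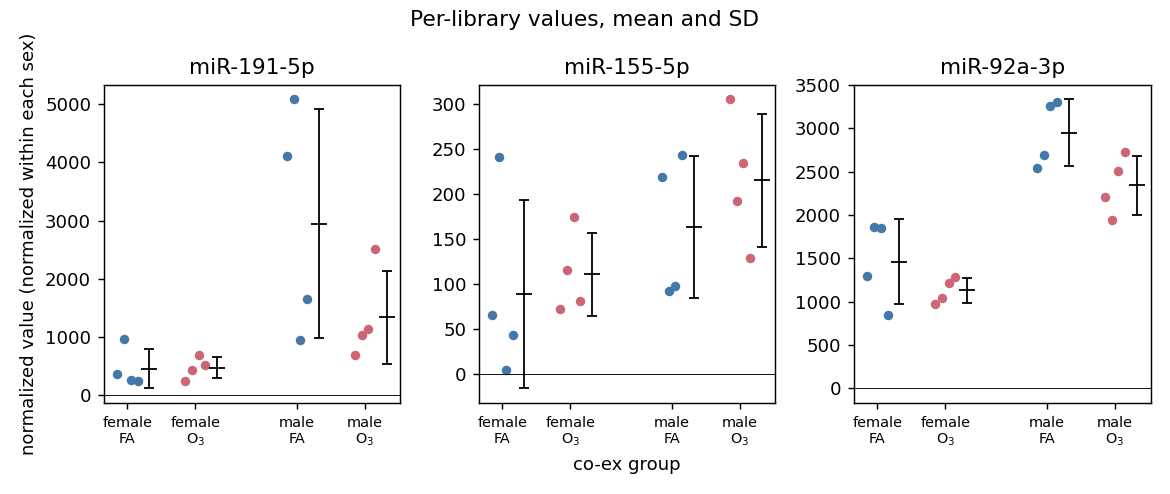
Normalized values (y axis) of miR-191-5p, miR-155-5p and miR-92a-3p in each co-ex library after FA or O3, by sex; each point is 1 library, and the black line and bar beside the points are the mean and SD of 4 libraries. The FA and O3 libraries overlap in every panel.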

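In co-ex females, the ratio of the O3 mean to the FA mean was 2.57 for miR-340-5p (31.6 ± 17.3 and 81.3 ± 62.0, SD, n = 4), 2.78 for miR-455-3p (2.86 ± 3.97 and 7.93 ± 13.5), 2.37 for miR-143-3p (174 ± 47.9 and 413 ± 454) and 2.33 for miR-503-5p (6.05 ± 7.24 and 14.1 ± 14.2). Exact two-sided permutation tests gave p from 0.429 to 0.743 for these 4 miRNAs. The value of miR-455-3p rested on 7 reads in O3 replicate 1, without which the ratio was 0.417, and without O3 replicate 4 the ratio of miR-143-3p was 1.11. The ratio of miR-503-5p was 1.47 without O3 replicate 4 and 5.10 without FA replicate 2. In males these miRNAs had ratios of 1.05 (miR-340-5p), 0.491 (miR-455-3p), 0.836 (miR-143-3p) and 0.919 (miR-503-5p). That of miR-455-3p was 0.211 without O3 replicate 2 and 0.655 without O3 replicate 3. Without FA replicate 2, in which miR-143-3p had 3548 reads against at most 95 in the other FA libraries, the ratio of miR-143-3p was 4.02. In co-ex males, the ratio was 4.74 for miR-1195 (18.2 ± 8.43 and 86.1 ± 116) and 2.34 for miR-101b-3p (90.7 ± 50.5 and 212 ± 73.9), with 3 of the 4 O3 libraries above every FA library for the latter. Without O3 replicate 2, in which miR-1195 had 258 normalized units, its ratio was 1.58. In females miR-101b-3p had a ratio of 1.15, and 0.979 without FA replicate 1. For miR-27a-3p the ratios were 1.02 in females and 1.48 in males, and for miR-199b-3p they were 1.83 and 0.543, the latter 3.66 without FA replicate 2. In females the ratio of miR-199b-3p was 1.07 without O3 replicate 4 and 2.30 without O3 replicate 1.

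**Figure D5:**
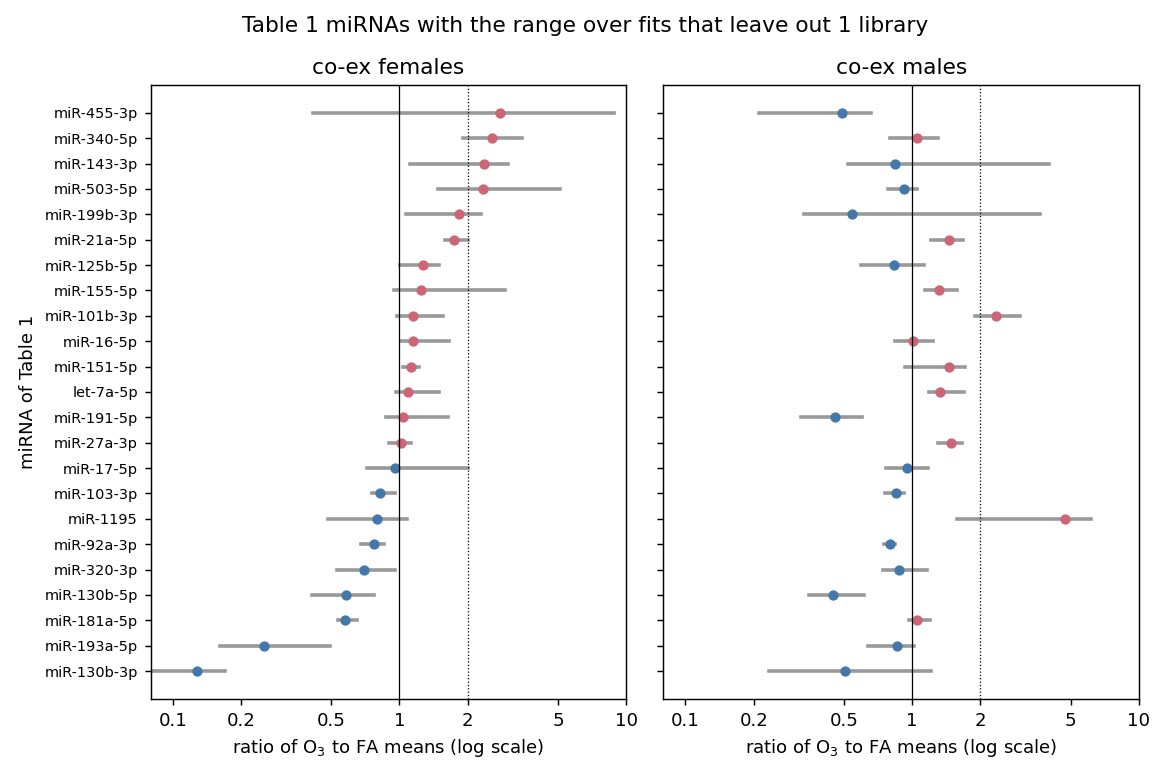
Ratio of the O3 mean to the FA mean (x axis, log scale) of each Table 1 miRNA in co-ex females and males; the bars span the ratios with each of the 8 libraries left out in turn, and the vertical lines mark ratios of 1 and 2. The bar of miR-130b-3p in females reaches 0 and is drawn to the edge of the axis. In females 14 of the 23 points lie above 1, and in males 10.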

Though most of the miRNAs are downregulated in both males and females, the expression of miR-340-5p, miR455-3p, miR-143-3p, and miR-503-5p in females, and miR1195 and miR101b-3p in males is upregulated (Figures 4A,B).

### Validation of miRNA Target Genes

To measure the expression levels of target genes by differentially expressed miRNA in response to FA or O_3_, we performed qRT-PCR analysis on AM cell samples isolated from co-ex and KO males and females after FA or O_3_ exposure (Figure 5).

**Figure 5:**
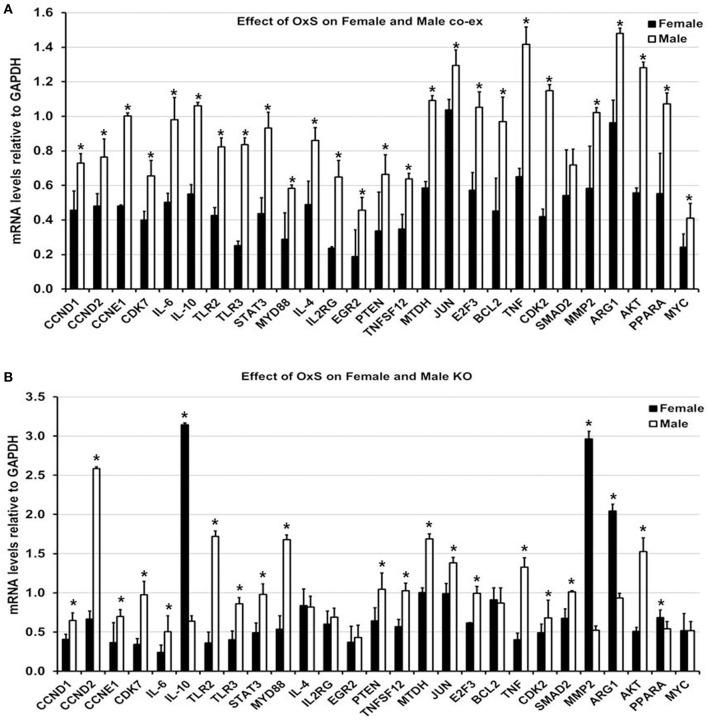
Effect of OxS on mRNA targets of co-ex and KO. **(A)** The expression of level of CCND1, CCND2, CCNE1, CDK7, IL-6, IL-10, TLR2, TLR3, STAT3, MYD88, IL-4, IL2RG, EGR2, PTEN, TNFSF12, MTDH, JUN, E2F3, BCL2, TNF, CDK2, MMP2, ARG1, AKT1, PPARA, and MYC, were significantly upregulated in co-ex males compared to females. The level of SMAD2 did not change between males and females. The expression levels were normalized to GAPDH and significant differences (*P* < 0.05) between sexes in co-ex are noted by an asterisk (^*^). **(B)** Similar analysis of the above genes was performed in KO males and females. Significant upregulation was observed for CCND1, CCND2, CCNE1, CDK7, IL-6, TLR2, TLR3, STAT3, MYD88, PTEN, TNFSF12, MTDH, JUN, E2F3, TNF, CDK2, SMAD2, and AKT1 in KO males, whereas the expression levels of IL-10, MMP2, ARG1, and PPARA were significantly upregulated in KO females. The expression levels were normalized to GAPDH and the significant differences (*P* < 0.05) between sexes in KO are noted by an asterisk (^*^).

In response to OxS, the expression level of all target genes studied, with the exception of SMAD2 that remained similar in both sexes under OxS, was significantly upregulated in co-ex males compared to females (Figure 5A, Supplementary Table 2). These included CCND1, CCND2, CCNE1, CDK7, IL-6, IL-10, TLR2, TLR3, STAT3, MYD88, IL-4, IL2RG, EGR2, PTEN, TNFSF12, MTDH, JUN, E2F3, BCL2, TNF, CDK2, MMP2, ARG1, AKT1, PPARA, and MYC. A similar analysis in KO males and females resulted in significant upregulation of CCND1, CCND2, CCNE1, CDK7, IL-6, TLR2, TLR3, STAT3, MYD88, PTEN, TN*F*SF12, MTDH, JUN, E2F3, TNF, CDK2, SMAD2, and AKT1 in KO males (Figure 5B, Supplementary Table 2), whereas the expression level of IL-10, MMP2, ARG1, and PPARA was significantly upregulated in KO females (Figure 5B). The levels of IL-4, IL2RG, EGR2, BCL2, and MYC remained similar in both sexes under OxS (Figure 5B).

In Summary the collective information of the significantly changed miRNAs and their targets indicate sex specific differences. Females (unlike males) largely failed to upregulate the target genes as expected when regulatory miRNAs are downregulated.

## Discussion

Surfactant protein-A (SP-A), is a key molecule in the lung innate immunity and surfactant related functions. The human SP-A locus consists of two functional genes, *SFTPA1* and *SFTPA2* (11, 12) and encodes two functional proteins, SP-A1 and SP-A2, respectively, and each is identified with several genetics variants (13, 14). Recently, it has been shown that SP-A1 and SP-A2 variants differ in their ability to regulate the AM miRNome in response to ozone (O_3_)-induced oxidative stress (OxS) (41) as well as in lung function mechanics and survival in response to bacterial infection (42, 43). Because humans express both SP-A gene products, we wished to investigate the combined effect of co-expressed SP-A1/SP-A2 (co-ex) in response to O_3_ induced OxS on AM miRNome. Toward this, human transgenic (hTG) mice, carrying both SP-A1/SP-A2 (6A^2^/1A^0^, co-ex) and SP-A-KO were exposed to filtered air (FA) and O_3_ and miRNA levels were measured after AM isolation with or without normalization to KO. The observation made include, (i) Significant differences in AM miRNome of co-ex in terms of sex, exposure, with or without normalization to KO, and after Bonferroni multiple comparison analysis; (ii) After normalization with KO, both males and females showed significant differences in response to OxS; (iii) The AM miRNome of females was largely down regulated significantly in response to OxS compared to control (FA) in all comparisons made including the multiple comparison analysis; (iv) The miRNA targets were largely downregulated in females and upregulated in males; (v) Several of the mRNA targets identified of the significantly altered miRNAs in females were involved in pro-inflammatory response, anti-apoptosis, cell cycle, cellular growth and proliferation; (vi) The AM of the SP-A2 male (41) shares similarities with the co-ex, as well as differences.

We studied the AM miRNome in co-ex male and female mice that express human SP-A1/SP-A2 (6A^2^/1A^0^, co-ex) after O_3_ exposure and compared it to that of KO mice lacking SP-A. In response to OxS, AM miRNome changes were observed in both males and females (with or without normalization to KO), although after multiple comparison analysis, AM miRNAs significantly changed only in females. Furthermore, IPA of the differentially expressed co-ex AM miRNome data identified several miRNA targets involved in the pro-inflammatory response, anti-apoptosis, cell cycle, and cellular growth and proliferation, as shown in Figure 4 and discussed below.

### Pro-inflammatory Responses

The expression of miR-191-5p, miR-155-5p and miR-92a-3p were decreased significantly in response to O_3_ in both co-ex males and females (Figures 4A,B). These miRNAs target pro- and anti-inflammatory IL-6 cytokine (41, 65–67). The IL-6 level decreased significantly in co-ex females, whereas this increased significantly in co-ex males (Figures 4A,B) compared to the control mRNA (GAPDH). The latter is consistent with our previous observation with SP-A2 males in response to OxS (41).

IL-6 plays a crucial role in the activation of STAT3 (68–70). In response to OxS, STAT3 gets phosphorylated which results in the activation of genes involved in inflammation and injury (71). miR-17-5p, and miR-1195 that were significantly altered in response to OxS, are known to interact with STAT3 (Figures 4A,B). In co-ex females and males miR-17-5p is downregulated whereas miR-1195 is downregulated in co-ex females but upregulated in co-ex males. 

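The O3 mean of miR-17-5p (chromosome 14 of GRCm38, 115043671 to 115043754, in an exon of Mir17hg) was 0.960 times the FA mean in co-ex females, at 9.54 ± 11.0 (SD, n = 4) and 9.15 ± 4.86 normalized units, and 0.953 times in co-ex males, at 28.9 ± 15.2 and 27.5 ± 18.1. Both differences were smaller than the spread between libraries (exact two-sided permutation p = 0.571 and 0.914), and the ratio went from 0.717 to 2.00 in females and from 0.763 to 1.17 in males as single libraries were left out. In females, the highest ratio came without FA replicate 3 and the lowest without O3 replicate 4. For miR-1195 (chromosome 17, 70860503 to 70860600, intergenic), the ratio in females was 0.797, and it was 0.482 without O3 replicate 1 and 1.08 without FA replicate 4. For miR-1195, p was 0.571 in females and 0.314 in males by exact two-sided permutation tests.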

Although, the downregulation of these miRNAs in females should have resulted in an increase in the expression of STAT3, the opposite was observed, indicating that either the regulation of STAT3 by these (and perhaps other) miRNAs is dysfunctional or mechanisms other than miRNAs are involved. The downregulation of STAT3 in females was associated with decreased levels of TNF, TNFSF12, IL-6, IL-10, and IL-4 (Figure 4B). In contrast, in male co-ex, although miR-17-5p is decreased, and miR-1195 is increased, STAT3, which is target for both, is increased, as well as the levels of the pro-inflammatory cytokines were increased as one may expect. Also in males the levels of a number of target genes (ARG1, EGR2, and IL2RG) that contribute, via STAT3, to the upregulation of pro-inflammatory cytokines were upregulated. Although, the details of the underlying mechanisms are unknown currently, these data show a disconnect between miRNA expression and target gene expression in females. The emerging picture is that pro-inflammatory cytokines are downregulated in females and upregulated in males (Figure 4A).

Toll like receptors (TLRs) are a family of membrane bound proteins that recognize pathogen-associated molecular patterns and mediate innate immune response (72). SP-A differentially regulates TLR expression (73). We found four co-ex regulated miRNAs (miR-92a-3p, miR-125b-5p, miR-155-5p, and miR-191-5p) that target TLR2, and TLR3. The expression of these miRNAs is significantly downregulated in our study in both males and females, and this is associated with increased mRNA levels of TLR2 and TLR3 in co-ex males but a decrease in co-ex females. Both miR-125b-5p and miR-155-5p are shown in several studies to regulate TLRs (74–77). 

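For miR-125b-5p (from genes on chromosomes 9 and 16), the values were 452 ± 164 (SD, n = 4) after FA and 574 ± 268 after O3 in co-ex females, a ratio of 1.27, and 1050 ± 646 and 876 ± 526 in co-ex males, a ratio of 0.835. In males the ratio was 1.13 without FA replicate 2. By exact two-sided permutation tests, p was 0.486 in females and 0.743 in males.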

TLR2 engages the ubiquitous intracellular adaptor MyD88 (myeloid differentiation primary response 88) and TLR3 engages TRIF (TIR-domain containing adaptor protein). In the current study, the level of miR-125b-5p, miR155-5p and miR130b-5 targeting MyD88 are downregulated and the mRNA level of MyD88 is upregulated in co-ex males but decreased in co-ex females. 

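Values of miR-130b-5p (chromosome 16 of GRCm38, 17124061 to 17124142, in an intron of 2610318N02Rik) fell after O3 from 9.25 ± 6.41 (SD, n = 4) to 5.38 ± 4.35 in co-ex females, a ratio of 0.581, and from 43.3 ± 39.6 to 19.3 ± 5.33 in co-ex males, a ratio of 0.445. Every ratio stayed under 1 as single libraries were left out, between 0.413 and 0.775 in females and between 0.351 and 0.614 in males. Exact two-sided permutation tests gave p = 0.457 and 0.571.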

The involvement of TLR2, TLR3, and activation of MyD88 in co-ex males may result in the recruitment of other genes involved in the activation of NF-kB (78, 79), and this may result in the transcription of pro-inflammatory genes, such as TNF, TNFSF12, IL-10, and IL-4, as observed in the present study (Figures 4A,B). Previous studies have provided evidence that SP-A activates NF-kB (80) either through accumulation of inhibitory IkBa (81, 82) or via direct interaction with TLR2 and TLR4 (73, 80, 83–85) or SIRPα and CD91 (86). It has also been shown that, SP-A is unable to activate NF-kB in response to O_3_ as assessed by the lack of changes in the nuclear p65 subunit and the cytoplasmic IkBa levels as it would have been expected in the classical NF-kB pathway (87). Moreover, it has been shown that decreased levels of MTDH expression attenuate NF-kB signaling (88) and that TNFSF12 regulates NF-kB activity (89). Upregulation of TNFSF12 and MTDH as it occurs in co-ex males in the current study may alter NF-kB signaling, enhance its translocation to the nucleus to facilitate the transcription of pro-inflammatory genes in co-ex males but not in females. The present data support the idea that NF-kB and STAT3-mediated pathways play a role in the pro-inflammatory gene expression in co-ex males, and that these pathways in females are compromised in response to OxS.

### Anti-apoptosis, Cell Cycle, Growth, and Proliferation

The expression of two miRNAs miR-16-5p and miR-21a-5p (TargetScan) that bind BCL2 (90–93) was significantly downregulated in both males and females in response to OxS and the BCL2 mRNA levels were increased in co-ex males but decreased in females. 

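For miR-16-5p (from genes on chromosomes 3 and 14), the values were 1478 ± 915 (SD, n = 4) after FA and 1698 ± 620 after O3 in co-ex females, a ratio of 1.15, and 5781 ± 3345 and 5851 ± 1081 in co-ex males, a ratio of 1.01. In females, FA replicate 2 held 2841 normalized units against at most 1176 in the other FA libraries, and the ratio was 1.66 without it, while in males the ratio went from 0.838 without FA replicate 3 to 1.23 without FA replicate 1. For miR-21a-5p (chromosome 11 of GRCm38, 86584067 to 86584158, in an exon of Vmp1), the values rose from 11994 ± 3280 to 20868 ± 5757 in females, a ratio of 1.74, and from 21156 ± 8803 to 30624 ± 10407 in males, a ratio of 1.45, with 3 of the 4 O3 libraries above every FA library in each sex. Exact two-sided permutation tests gave p = 0.0571 in females and p = 0.286 in males for miR-21a-5p, and p = 0.571 and 0.686 for miR-16-5p.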

An increase in BCL2 is likely to result in the inhibition of apoptosis and cell proliferation in males, but not in co-ex females (Figures 4A,B). These findings together indicate that OxS differentially affects anti-apoptotic pathways in co-ex males and females, and that females seem to have a disconnect between miRNA expression and target gene expression.

A number of miRNAs whose expression was for the most part downregulated significantly in response to OxS were predicted to target CCND1, CCND2, CCNE1, CDK2, CDK7, and E2F3 (Figures 4A,B). miR-16-5p and miR-17-5p, predicted to bind CCND1, CCND2, CCNE1, and E2F3 mRNAs (TargetScan), have been shown in several studies that these genes are regulated by these two miRNAs (94–97). The expression of all the target genes followed a similar pattern as described above, there was an increase in males and decrease in females. These genes are involved in cell cycle, and growth and proliferation, indicating that ozone differentially affects expression of molecules involved in cell cycle and proliferation pathways in co-ex male and female mice. Of interest significant differences in survival have been observed with females being more affected than males in several lung diseases (53–56). In our animal studies, we observed a significant difference in survival after infection and O_3_ exposure. Females were more susceptible to oxidative stress than males and exhibited lower survival (7, 9). Sex hormones were shown to play a role in the observed survival differences (57).

AKT, PPARA, PTEN, and JUN involved in the MAPK pathway were significantly upregulated in co-ex males but not in females in response to OxS. The miRNAs that targeted these genes, miR-21-5p, miR-103-3p, let-7a-5p, miR-130b-3p, miR-151-5p, and miR-92-3p, were significantly downregulated in co-ex males and females (Figures 4A,B). 

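For miR-103-3p (from genes in introns of Pank2 and Pank3), the values fell after O3 from 1450 ± 440 (SD, n = 4) to 1188 ± 250 in co-ex females, a ratio of 0.819, and from 6474 ± 1137 to 5472 ± 1346 in co-ex males, a ratio of 0.845. For let-7a-5p the ratio was 1.09 in females, from 7217 ± 3969 to 7860 ± 3030, and 1.33 in males, from 21065 ± 9528 to 27953 ± 5837. In females the ratio of let-7a-5p was 1.50 without FA replicate 2 and 0.966 without FA replicate 4. For miR-151-5p (in an intron of Ptk2) it was 1.13 in females, from 278 ± 58.5 to 313 ± 38.8, and 1.45 in males, from 430 ± 168 to 624 ± 452, the latter 0.933 without O3 replicate 2. For miR-130b-3p it was 0.128 in females and 0.505 in males, where the values were 15.9 ± 20.2 and 8.05 ± 9.10 and the ratio without FA replicate 4 was 1.21. Exact two-sided permutation tests gave p from 0.0571, for miR-130b-3p in females, to 0.857, for miR-130b-3p in males.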

The upregulation of MAPK pathway genes has the potential to regulate the genes involved in cell cycle, growth and proliferation (as shown in Figure 4), as well as pro-inflammatory and anti-apoptotic genes (not shown) in co-ex males but not in co-ex females in response to OxS.

We have previously studied the effect of a single, SP-A1 or SP-A2 gene, on the AM miRNome after OxS, and found that SP-A2 (but not SP-A1) had a significant impact on AM in males (41). To gain further insight into the contributions of SP-A2 vs. the co-ex on AM miRNome, we compared the data from two studies. This comparison is shown diagrammatical in Figure 6. A number of observations are readily evident. 

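With each co-ex mean divided by the KO mean of the same sex and exposure, 12 of the 23 miRNAs of Table 1 had a higher value after O3 than after FA in females and 11 a lower one (47.8%), and in males 17 were higher and 6 lower (26.1%). A change of at least 2-fold was reached upward by 5 and downward by 3 in females, and upward by 6 and downward by 0 in males. No test was run on these ratios of means.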

Broadly these show (1) the miRNAs that changed (≥2 fold) significantly in response to OxS were decreased in male SP-A2 and co-ex male and female after normalization to KO. (2) In males (SP-A2 & co-ex) the expression of all validated target genes (except SMAD2), of the significant miRNAs, identified by IPA, is increased but decreased in co-ex females. (3) The common pathways include pro-inflammatory response, and anti-apoptosis. However the SP-A2 males include ROS-homeostasis processes and the co-ex include cell cycle, growth, and proliferation processes. These data show that SP-A2 alone or in combination with SP-A1 may regulate the expression of pro-inflammatory genes via the STAT3-NF-kB pathway and anti-apoptotic genes in response to OxS (Figure 4A). Furthermore, this indicated that these pathways may in part (if not in their entirety) be regulated or driven by SP-A2 and that the presence of SP-A1 does not negatively affect this. However, although SP-A1 by itself did not have any significant effect on AM, in presence of SP-A2 is shown to regulate genes involved in cell cycle, growth and proliferation, whereas SP-A2 alone regulates genes involved in homeostasis of ROS (41).

**Figure 6:**
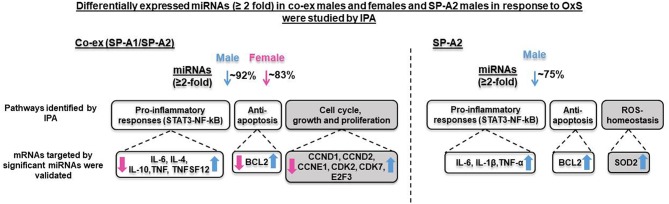
Overview of the effect of both gene (SP-A1/SP-A2) product and of single gene product (SP-A2) on the regulation AM miRNome on both males and females, and males respectively. The diagram depicts comparison of miRNAs, target genes, and pathways after OxS in AM from mice carrying both (co-ex) SP-A1/SP-A2 variants (male and female, left, current study) and from mice carrying a single SP-A2 (male) gene variant (right) (41). The SP-A2 work has been published (41) and is used here for comparison reasons only. The significantly regulated miRNAs (23 and 11) in co-ex male and female and in SP-A2 male, respectively, in response to OxS were largely decreased (~92% in co-ex male, ~83% in co-ex female, and ~75% in SP-A2 male) with the exception of few miRNAs that were increased (see Figure 4). All the mRNA targets were upregulated in co-ex male and in SP-A2 and are shown in blue arrow (on the right). The mRNA targets in co-ex females were downregulated and are shown in pink arrow (on the left). The pathways that differ in SP-A2 and co-ex in response to OxS are shown in gray background and those that are similar between co-ex males and SP-A2 male are shown in white background.

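By the ratio of the O3 mean to the FA mean without normalization to KO, 39.1% of the 23 miRNAs were lower after O3 in co-ex females and 56.5% in co-ex males. A ratio under 2 was found for 82.6% in females and 91.3% in males, a threshold that was considered only after the values were seen. In Table 1 the mark of downregulation stands on every ratio under 2 and on no other, so also on ratios above 1.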

Although the data of this study are largely in line with our previous observations, the current study has a few limitations: (a) the study is carried out at single time point, (b) validation analysis was performed only for genes which are targeted by significantly changed miRNAs in co-ex males and females after normalizing to KO, and we did not look at the protein levels of the targeted mRNAs, (c) we did not study the molecular mechanisms of the identified pathways, (d) we did not differentiate the impact of varying amount SP-A1 and SP-A2 on miRNA expression in response to OxS. It has been shown that the ratio of SP-A1 to SP-A differs in lung diseases (23, 24), and this may have functional consequences given the varying activities of SP-A1 and SP-A2, (e) we did not study the impact of gonadectomy on the expression of AM miRNAs from co-ex and KO males and females. However, we have previously studied the effect of a single, SP-A1, or SP-A2 gene, on the AM miRNome after OxS, and found that SP-A2 (but not SP-A1) had a significant impact on AM in males (41). In this study, we observed that the regulation of the miRNome of the SP-A2 male mice compared to that of female mice in response to OxS is significantly altered after gonadectomy (41). It has also been shown that different stages of the estrous cycle have significant impact on the lung miRNA expression (98). In addition, a role of sex hormones on survival after *Klebsiella pneumoniae* infected wildtype (SP-A) mice with or without exposure to ozone has been observed (57). This study indicated that (1) after removal of gonadal hormones, differences in survival in animals after infection, and oxidative stress are minimized in males, and eliminated in females. (2) Treatment of gonadectomized females with DHT and males with E2 resulted in a similar kind of survival compared to the intact male and female animals, respectively. This further supports a role of DHT and E2 in survival after infection and oxidative stress. Based on these observations, we speculate that in co-ex males and females sex hormones play a significant role in the regulation of AM miRNome. However, the result of this study advances our knowledge of the differential impact of co-expressed SP-A1/SP-A2 and sex on the AM miRNome.

We postulate that in males in response to OxS, SP-A2 via its activity in ROS-homeostasis provides some protection from the injurious ROS in its microenvironment. Whereas, the co-ex males via cell cycle, growth, and proliferation process may promote cellular recovery, perhaps a more sustained recovery. We further postulate that in co-ex females the disconnect between the downregulation of miRNAs and the expression of their target genes is responsible or contributes to the reduced ability in females to enhance phagocytosis by AM as well as to the poorer survival we observed in females after OxS and infection (9). Although the details of the underlying mechanisms are unknown, the AM miRNome appears to play a significant role in OxS.

In summary, SP-A1/SP-A2 (6A^2^/1A^0^, co-ex) regulate miRNAs that play a role in pathways involved in inflammatory responses, anti-apoptosis, cell cycle, growth, and proliferation. Both gene products are needed to alleviate the deleterious effects of OxS in males and promote cellular recovery. However, in females even in the presence of both SP-A1 and SP-A2 genes, expression of target genes to mitigate the OxS injury is lacking, indicating that other hormone dependent mechanisms are involved. Because the innate immune molecules, SP-A1 and SP-A2 appear to play a differential role in the outcome of males and females after OxS, the potential impact on health of innate immune genetics should be considered separately in males and females.

## Data Availability

The datasets generated for this study are included in the manuscript and the Supplementary Files, and has been deposited in the Gene Expression Omnibus repository GSE135233 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE135233).

## Ethics Statement

All protocols used in this study was evaluated and approved by the Pennsylvania State University College of Medicine Institutional Animal Care and Use Committee and Confirmed to the guidelines of the National Institute of Health on the care and use of laboratory animals.

## Author Contributions

NT performed experiments, run statistics, analyzed and synthesized the data, contributed to the manuscript writing. YK performed RNA sequencing analysis. CG contributed to the manuscript writing. XZ performed mouse line maintenance, breeding. JF designed the study and provided oversight to the entire project, involved in data analysis, integration, and writing of the manuscript. All authors read and approved the final manuscript.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

AKT1: AKT Serine/Threonine Kinase 1
ARG1: Arginase 1
AM: Alveolar macrophages
ANOVA: analysis of variance
BAL: bronchoalveolar lavage
BCL2: B-cell lymphoma 2
CCND1: Cyclin D1
CCND2: Cyclin D2
CCNE1: Cyclin E1
CDK2: Cyclin-dependent kinase 2
CDK7: Cyclin-dependent kinase 7
E2F3: E2F transcription factor 3
EGR2: Early growth response 2
FA: Filtered air
GAPDH: Glyceraldehyde 3-phosphate dehydrogenase
hTG: Humanized transgenic
IkBa: NFKB Inhibitor Alpha
IL4: Interleukin 4
IL6: Interleukin 6
IL10: Interleukin 10
IL2RG: Interleukin 2 receptor subunit gamma
IPA: Ingenuity Pathway Analysis
JUN: Jun proto-oncogene
KO: knock-out
LPS: lipopolysaccharide
MAPK: Mitogen-activated protein kinases
MDTH: Metadherin
miRNAs: microRNAs
MMP2: Matrix metallopeptidase 2
MYC: MYC proto-oncogene
MYD88: Myeloid differentiation primary response 88
NF-kB: Nuclear factor kappa-light-chain-enhancer of activated B cells
O_3_: ozone
OxS: oxidative stress
PPARA: Peroxisome proliferator activated receptor alpha
PTEN: Phosphatase and tensin homolog
ROS: reactive oxygen species
S*FTPA*1: gene encoding SP-A1
S*FTPA2*: gene encoding SP-A2
SMAD2: SMAD family member 2
SP-A: surfactant protein A
STAT3: Signal transducer and activator of transcription 2
TLR2: Toll-like receptor 2
TLR3: Toll-like receptor 3
TNF: Tumor necrosis factor
TNFSF12: TNF super family member 12
TRIF: TIR-domain containing adaptor protein.

How the deposited data were processed for this re-analysis (not part of the article)

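Small RNA libraries of alveolar macrophages from co-ex and KO mice of both sexes, taken 4 h after a 3 h exposure to FA or O3, were analysed from the tables the authors deposited. There were 28 libraries in 8 groups of genotype, sex and exposure, with 4 libraries in each co-ex group and 3 in each KO group. The paper states that 4 animals were exposed in each group, and 4 tables hold the 28 libraries and no other. Replicates were not pooled. The real-time PCR of the target genes and the pathway predictions were not analysed here.

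According to the paper, the authors trimmed the reads for quality with the FASTX-Toolkit, removed the adapters, aligned and counted miRNAs with Chimira, and called differential expression with edgeR and TCC at an adjusted p of 0.1. The deposited library columns hold normalized values, a signal in which the read count of each miRNA is divided by the size factor of its library, and each table was normalized on its own. The deposited values are not counts, but in all 28 libraries each value was a whole multiple of one step, so the counts of reads were recovered from them for 100% of the values, and the size factors equal those of DESeq2's median of ratios. The deposited tables also give a log2 fold change, a p-value and a q-value per miRNA from the authors, which were used only for overlaps and for the paper's own values, and a score, the rank of the miRNA by the authors' p-value, which was not used here. Supplementary Table 1 holds the group means and the ratios (fold) of FA and O3 that the authors computed for 307 miRNAs. Its values equal those of the deposited tables except for 6 miRNAs in KO females and 2 in KO males, for which it holds the values of another miRNA, and 2 of the 307 are not listed in the table for KO females, so the values here come from the deposited tables.

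The data were processed with R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Within each table, O3 was compared with FA by limma with a trended prior on log2(value + 1), for miRNAs with a value of at least 5 in as many libraries as the smaller group holds, with Benjamini-Hochberg adjustment and a threshold of 0.1. The difference between sexes or genotypes in the response to O3 was tested by limma as a difference of the changes within tables, over the miRNAs that passed the filter in both. Males and females were compared with each other by edgeR's quasi-likelihood test on the recovered reads, because values of separately normalized tables do not share a scale. The rest of the measures follow the paper: ratios of group means over the 307 miRNAs, counted at 2-fold or more, with and without division of the co-ex mean by the KO mean, and the number of miRNAs shared by the sexes. The paper's t-tests, Mann-Whitney tests and analyses of variance across miRNAs were not repeated, since miRNAs of one library are not replicates, and averages over miRNAs were tested by permuting libraries. For single miRNAs of Table 1, exact permutation tests over libraries were run, on both sides.

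The groups, the tests, the filter, the thresholds and the alternatives were chosen before the data were examined, in the sense that the deposited tables had not been opened. The paper and parts of its Supplementary Table 1 had been read by then, among them the totals of the libraries, the counts of miRNAs at least 2-fold apart and the ratios of a few miRNAs, and this supplement holds the same values for its 307 miRNAs. Chosen after the data were seen were DESeq2 on the recovered reads, a ratio of at least 2 as the mark of a higher miRNA in Table 1, and the values printed in the supplement in place of the deposited ones. The comparison of the sexes on recovered reads had been set to depend on whether reads could be recovered. The alternatives set beforehand were total-count scaling or DESeq2's size factors, no filter on low values, the 307 miRNAs alone, edgeR's quasi-likelihood and exact tests on the recovered reads, a pseudocount of 0.1, a threshold of 0.05, the replicate number as a block, values scaled to the total of each library for the ratios, a mean of at least 10, geometric means, and each library left out in turn. The miRNAs named in the text are those the paper names, and in each comparison of O3 with FA the 5 with the smallest adjusted p among those under 0.1 whose FA and O3 libraries do not overlap, and members of marker lists where a list is reported. A miRNA outside this rule is said to have been chosen after its values were seen, or is a member of a shared set that is listed in full.

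The libraries held a median of 490152 reads on miRNAs. Replicates of a group differed by at least 21.8 times the variance that independent counting of reads would give, in each of 36 pairs of replicates, a spread that holds the differences between mice and the number of molecules sampled together. On simulated counts drawn with the means, the library sizes and the spread of these libraries, with a log2 fold change of 3 up or down in 60 miRNAs of each table, limma recovered 83.1% of 59 changed miRNAs in co-ex females, 93.2% of 59 in co-ex males, 66.7% of 57 in KO females and 69.5% of 59 in KO males, with 9.26%, 11.3%, 7.32% and 0% of its calls false, and with no change it called 0 miRNAs in each table. For a difference between tables of the same size, it recovered 66.1% of 56 between co-ex females and males, with 17.8% of its calls false, and 44.6% of 56 between co-ex and KO females, with 16.7% false, which is above the 10% that the threshold sets. The simulated counts were drawn independently for each miRNA, so shifts that many miRNAs of a library share were absent. In other splits of the real libraries, limma called up to 46 miRNAs in co-ex females and 10 in co-ex males. In KO females it was up to 1 and in KO males 0. Between co-ex females and males it was up to 17, and between co-ex and KO females 60. The simulated false shares may thus be too low here, and a 2-fold change was not simulated.

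Lists of miRNAs characteristic of red cells (5 miRNAs), epithelial cells (11), endothelial cells (2), mesenchymal cells (9), neutrophils (2) and muscle (5) were written from general knowledge before the deposited tables were opened. For 1 member, miR-10b-5p of the mesenchymal list, a high ratio in KO females had been seen in the supplement by then, and without it the mean log2 change of that list in KO females is 1.78 in place of 1.89. A further list, of repeat-like hairpins, was made from the annotation after the data were seen. It holds the 50 miRNAs whose hairpin shares a stretch of 18 bases with transcripts of at least 20 other genes, out of 578 of the 607 miRNAs in any table (95.2%) for which GENCODE M21 on GRCm38 names a hairpin. Positions of miRNA genes are those of this annotation, matched by name, and the paper's text does not name the annotation that the authors used.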

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

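The comparisons by limma and the leaving out of single libraries had been set before the data were examined. Every other test in this part was chosen only after the result it concerns had been seen. Within groups of 4 co-ex libraries, 1 library far from the other 3 was looked for in 128 sets of values (the 23 miRNAs of Table 1, 7 lists of miRNAs, the reads and the number of miRNAs detected, in 4 groups), by setting the gap to its neighbour against the range of the group. The gap passed Dixon's 95% critical value in 12 sets, where chance gives 6.4.

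In co-ex females after FA, replicate 2 was highest for miR-16-5p (2841 normalized units against 922 to 1176 in the other 3 libraries, gap over range 0.868), for miR-191-5p (959 against 248 to 357, 0.846) and for the neutrophil list (0.842). With each library scaled to its total, the gaps were 0.761 for miR-16-5p and 0.818 for miR-191-5p, just under the critical value, but replicate 2 was still 2.02 and 2.44 times the next library, where the other 3 libraries lay within 1.47 times of each other for both miRNAs, so the scaling of the authors is excluded as the whole cause. No other explanation was tested for these 2 miRNAs and none for the neutrophil list, and no biological explanation was tested for a single library.

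In co-ex males after FA, replicate 2 was highest for miR-143-3p (1324 against 32.7 to 139, gap over range 0.918), miR-199b-3p (860 against 8.77 to 74.4, 0.923) and the mesenchymal list (0.860). RNA from mesenchymal cells is a candidate explanation, since 5 of the 6 other members of the mesenchymal list were highest in the same library, where 1.5 are expected by chance. No biological explanation was tested. Without this library, the ratio of O3 to FA was 4.02 for miR-143-3p and 3.66 for miR-199b-3p, in place of values below 1.

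In co-ex males after O3, replicate 2 was highest for miR-1195 (258 against 10.8 to 51.6, gap over range 0.835). The hairpin of miR-1195 is repeat-like, and 21 of the 30 other repeat-like miRNAs were highest in the same library, where 7.5 are expected by chance, so reads from repeats or other transcripts are a candidate explanation. No biological explanation was tested.

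For 5 other sets no explanation was tested, technical or biological. In co-ex females after FA, replicate 3 was highest for miR-193a-5p (113 against 17.1 to 31.5, gap over range 0.851, 65 reads) and for miR-455-3p (8.73 against 0 to 1.38, 0.842, 5 reads). In co-ex females after O3, replicate 1 was highest for miR-455-3p (28.2 against 0 to 2.96, 0.895, 7 reads), and replicate 3 was the only library with reads of miR-130b-3p, 5 of them (1.000). In co-ex males after O3, replicate 4 was lowest for the muscle list (0.918). The values for miR-455-3p and miR-130b-3p rest on few reads.

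The change after O3 differed between co-ex and KO females for 21 miRNAs at an adjusted p under 0.1 by limma, where 44 had an unadjusted p under 0.05. The change was lower in co-ex than in KO for 20 of the 21 and higher for 1. Of 100 splits of the libraries within genotype, 13 splits gave as many, and the largest number in another split was 60. The number was 9 without co-ex female FA replicate 4, 10 without co-ex female FA replicate 1, 12 without KO female O3 replicate 2 and 31 without KO female FA replicate 1. The splits leave open that the number is one that libraries grouped at random also give. RNA from epithelial cells and reads from repeats may account for part of it, as 9 of the 21 were on either list, where 2.79 are expected (p = 0.000406, Fisher's exact test over miRNAs, which are not independent). The presence of SP-A1 and SP-A2 in co-ex mice stays open as a biological explanation and was not tested apart from these.

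Outside the 307 miRNAs of Supplementary Table 1, 2 of 47 tested miRNAs had an adjusted p under 0.1 by limma in KO females. They are miR-706 (adjusted p = 0.0344) and miR-3473a (adjusted p = 0.0655), named after their values were seen. Both are listed at 0 in all FA libraries, with 17.1 ± 1.62 (SD, n = 3) and 30.6 ± 36.9 normalized units after O3. Both have repeat-like hairpins, as had 13 of the 27 miRNAs with a hairpin that were at least 2-fold higher after O3 in both KO sexes, so reads from repeats or other transcripts are a candidate explanation. An effect of O3 on these miRNAs stays open and was not tested apart from that.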

How the results depend on the processing

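Each result was recomputed under each alternative with the other choices kept, and DESeq2 on the recovered reads, the ratio of at least 2 for Table 1 and the values printed in the supplement were chosen after seeing the data. For counts, 97 of 128 values outside the libraries left out in turn were within 1.5 times the main count, 17 were lower and 14 higher, and with single libraries left out 262 of 296 were within it, 22 lower and 12 higher. The cause of the changes below was not tested except where it is stated.

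Differentially expressed miRNAs in co-ex males were 0 under every alternative and with each library left out. In co-ex females the count was 1 under every alternative, although DESeq2 called another miRNA than the other tests did, and from 0 to 1 with single libraries left out, being 0 without O3 replicate 2 or O3 replicate 4 (14 or 15 at an unadjusted p under 0.05). In KO females there were 42, from 33 to 52 under the alternatives set beforehand and 69 with DESeq2, 41 of them shared with the 42. Leaving out single libraries gave from 25, without O3 replicate 3, to 52, without O3 replicate 1. In KO males there were 4, and 1 with edgeR's quasi-likelihood test, 9 with edgeR's exact test, 14 with DESeq2, 2 at an adjusted p under 0.05, for which the stricter threshold is the cause, and 1 with the replicate block. Single libraries left out gave from 0, without O3 replicate 3 (24 at an unadjusted p under 0.05), to 86, without FA replicate 3, with 2 without FA replicate 1 and 1 without FA replicate 2, O3 replicate 1 or O3 replicate 2.

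Between the sexes, the changes after O3 differed for 0 miRNAs in co-ex (8 at an unadjusted p under 0.05), and for 1 with edgeR's quasi-likelihood test or without co-ex male O3 replicate 4, so from 0 to 1, and for 0 in KO (17 at an unadjusted p under 0.05) under every alternative. Between co-ex and KO males they differed for 0 (6 at an unadjusted p under 0.05) under every alternative, and in females for 21, with 32 under total-count scaling, and from 9 to 31 with single libraries left out, 9 without co-ex female FA replicate 4 and 31 without KO female FA replicate 1. The replicate block gave 14. Within a table, replicate numbers do not pair the FA and O3 libraries, as correlations between those of one number ran from -0.28 to 0.23 after the group means were taken out. Whether they pair libraries of males and females was not tested.

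Males and females compared directly gave 33 miRNAs in co-ex after FA, 61 with DESeq2, and from 11, without female replicate 1, to 68, without female replicate 2. After O3 there were 19, 60 with DESeq2, 63 with the replicate block, and from 0, without female replicate 2, female replicate 4, male replicate 1 or male replicate 3 (39 to 58 at an unadjusted p under 0.05), to 71, without male replicate 2. In KO, DESeq2 gave 11 after FA and 7 after O3 where edgeR gave 0 (23 and 28 at an unadjusted p under 0.05), and single libraries left out gave 0 after FA and from 0 to 1 after O3, 1 without male replicate 2.

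For miRNAs at least 2-fold higher, a mean of at least 10 tests fewer miRNAs, which is the cause of its lower counts: 23 after FA and 20 after O3 in co-ex females, 20 after FA in co-ex males, 62 after FA and 33 after O3 in females normalized to KO, 23 after FA in males normalized to KO, 3 in both co-ex sexes and 4 in both sexes normalized to KO. Geometric means gave 17 after FA in co-ex males, 13 after FA and 63 after O3 in KO males, 46 in both KO sexes and 60 after FA in males normalized to KO. Values scaled to the total of each library gave 64 after FA and 34 after O3 in males normalized to KO, and 5 in both sexes normalized to KO. A ratio of at least 2 in Table 1 gave 4 miRNAs in females and 2 in males, by its stricter bound.

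With single libraries left out, the miRNAs at least 2-fold higher after FA ran from 44 to 65 in co-ex females, from 26 to 45 in co-ex males, from 38 to 48 in KO females and from 16 (without FA replicate 3) to 51 (without FA replicate 2) in KO males, and those after O3 from 33 to 52, from 30 to 53, from 72 to 94 and from 37 to 81 (without FA replicate 3). After normalization to KO, they ran after FA from 94 to 111 in females and from 29 (without co-ex male FA replicate 3) to 84 (without KO male FA replicate 3) in males, and after O3 from 47 to 66 and from 35 (without KO male FA replicate 3) to 82 (without co-ex male FA replicate 2). In both sexes after O3 there were from 6 to 11 in co-ex, from 22 (without KO female FA replicate 1) to 63 (without KO male FA replicate 3) in KO and from 7 to 13 after normalization. In Table 1, from 11 to 15 miRNAs were higher in females and from 9 to 14 in males.

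Ratios of Table 1 miRNAs turned to the other side of 1 under an alternative in males for miR-143-3p (1.19) and miR-199b-3p (1.21) with geometric means and for miR-16-5p (0.968), miR-181a-5p (0.979) and miR-340-5p (0.955) with values scaled to the total of each library, and in females for miR-17-5p (1.62) with geometric means. With single libraries left out, 44 of 368 ratios turned, in 20 pairs of miRNA and sex. In females the ranges were 0.966 to 1.50 for let-7a-5p, 0.979 to 1.55 for miR-101b-3p, 0.950 to 2.91 for miR-155-5p, 0.717 to 2.00 for miR-17-5p, 0.876 to 1.63 for miR-191-5p, 0.897 to 1.13 for miR-27a-3p, 0.417 to 8.82 for miR-455-3p and 0.482 to 1.08 for miR-1195. In males they were 0.594 to 1.13 for miR-125b-5p, 0.523 to 4.02 for miR-143-3p, 0.933 to 1.70 for miR-151-5p, 0.838 to 1.23 for miR-16-5p, 0.763 to 1.17 for miR-17-5p, 0.969 to 1.19 for miR-181a-5p, 0.639 to 1.01 for miR-193a-5p, 0.333 to 3.66 for miR-199b-3p, 0.795 to 1.30 for miR-340-5p, 0.784 to 1.05 for miR-503-5p, 0.740 to 1.16 for miR-320-3p and 0.233 to 1.21 for miR-130b-3p. Of the single miRNAs named in the comparisons of O3 with FA, 9 of 90 values under other settings and 17 of 62 with single libraries left out lost their adjusted p under 0.1, and none turned.

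Scaling to the total moved the median log2 change of all miRNAs from 0.18 to 0.06 in co-ex males, from 0.06 to 0.26 in KO females and from -0.04 to 0.20 in KO males. Depth ran from 41542 to 2082034 reads and limits the miRNAs with few reads, such as miR-130b-3p and miR-455-3p.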

Differences from the paper's values

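Every alternative added here was chosen only after the result it concerns had been seen. The paper gives about 83% as the share of Table 1 miRNAs lower after O3 in co-ex females, where 39.1% had an O3 mean below the FA mean, and none of the alternatives set before the data were examined closed the gap, with 39.1% for values scaled to the total of each library, 34.8% for geometric means and 34.8% to 52.2% with single libraries left out. In co-ex males the paper gives about 92%, where 56.5% were lower. Among the alternatives set before the data were examined, values scaled to the total of each library gave 69.6%, which is within 1.5 times of the paper's share, and geometric means gave 47.8% and single libraries left out 39.1% to 60.9%, which are not. With a ratio of at least 2 counted as higher and any other as lower, a setting chosen after seeing the values, the shares were 82.6% in females and 91.3% in males. In Table 1 the paper puts its mark of downregulation on every ratio under 2 and on no other. Ratios above 1 thus carry that mark too.

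The ratios that the paper prints in its Table 1 were within 0.002 of those here for 45 of 46, so the differences for the single co-ex ratios that follow are in how they are described and not in their values. The paper describes several miRNAs as lower after O3 in both sexes for which the ratio of O3 to FA was above 1 here: miR-155-5p (1.25 in females and 1.32 in males), miR-16-5p (1.15 and 1.01), miR-21a-5p (1.74 and 1.45), let-7a-5p (1.09 and 1.33) and miR-151-5p (1.13 and 1.45), and in females alone miR-191-5p (1.03) and miR-125b-5p (1.27). Below 1 were miR-16-5p in males with values scaled to the total of each library (0.968) and without FA replicate 3 (0.838), FA replicate 4, O3 replicate 1 or O3 replicate 3, miR-155-5p in females without FA replicate 3 (0.950), let-7a-5p in females without FA replicate 4 (0.966), O3 replicate 3 or O3 replicate 4, miR-191-5p in females without O3 replicate 3 (0.876), FA replicate 1, FA replicate 3 or FA replicate 4 and miR-151-5p in males without O3 replicate 2 (0.933). After normalization to KO the paper describes the miRNAs of Table 1 as mostly lower, where 12 of 23 in females and 17 of 23 in males were higher.

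The paper describes a sex difference in KO after O3, where edgeR gave 0 miRNAs (28 at an unadjusted p under 0.05), and 1 without male replicate 2, and DESeq2 gave 7. It describes no sex difference in co-ex after O3, where edgeR gave 19. The count was 0 without female replicate 2, female replicate 4, male replicate 1 or male replicate 3. It was 71 without male replicate 2, and DESeq2 and the replicate block also gave higher counts. The paper's statements on the sexes come from an analysis of variance across miRNAs, which was not repeated here. Counts of single miRNAs are another measure, so they do not contradict those statements directly.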

Other observations

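The counts restated here come from comparisons described above, and the lists other than the repeat-like one had been written before the deposited tables were opened. Every other test in this part was chosen only after the result it concerns had been seen. With the libraries of a table split in other ways into groups of the same size, 4 of the 35 splits gave as many differentially expressed miRNAs as the split by exposure in co-ex females (1 miRNA, and up to 46 in another split), and 35 of the 35 splits did in co-ex males (0 miRNAs, 11 at an unadjusted p under 0.05, and up to 10 in another split). Where the count is 0, every split is as large by construction, so that share says nothing for or against O3 or sex. In KO females 1 of the 10 splits gave as many as the 42, and in KO males 1 of the 10 splits gave as many as the 4, the split by exposure itself, and 3 libraries against 3 cannot give a smaller share. Differences between the sexes in the change after O3 were 0 in co-ex (8 at an unadjusted p under 0.05, and up to 17 in another split), with 100 of the 100 splits as large, and 0 in KO (17 at an unadjusted p under 0.05, and up to 69 in another split), with 100 of the 100 splits as large, and between co-ex and KO males 0 (6 at an unadjusted p under 0.05, and up to 29 in another split), with 100 of the 100 splits as large. For males against females in co-ex, 2 of the 35 splits gave as many as the 33 after FA and 1 of the 35 splits as many as the 19 after O3, and in KO 10 of the 10 splits gave as many as the 0 after FA (23 at an unadjusted p under 0.05, and 0 in any other split) and 10 of the 10 splits as many as the 0 after O3 (28 at an unadjusted p under 0.05, and up to 2 in another split).

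For miRNAs at least 2-fold higher or lower after O3, 13 of the 35 splits gave as many in co-ex females, 19 of the 35 splits in co-ex males, 1 of the 10 splits in KO females and 5 of the 10 splits in KO males. After normalization to KO, 17 of 100 splits gave as many in females and 92 of 100 splits in males. For those at least 2-fold higher after O3 in both sexes, 57 of 100 splits gave as many in co-ex and 5 of 100 splits in KO. The error of counting reads alone, simulated with each read as an independent draw, gave at most 17 such miRNAs in co-ex females, 13 in co-ex males, 15 in KO females and 6 in KO males over 1000 simulations, where 85, 76 and 74 were seen in co-ex females, co-ex males and KO males, and 45 after FA with 93 after O3 in KO females, which says only that counting error of this kind gives fewer. The number of molecules that went into each library is in no table, so the sampling of molecules, the spread between mice or between preparations of cells, and O3 all stay open.

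In KO females the epithelial list rose after O3 by a mean log2 change of 3.81, with miR-200b-3p going from 495 to 4380 normalized units. RNA from epithelial cells may be the source, as 10 of the 11 members had every O3 library above every FA library. Chance gives 10% of miRNAs for a gap in either direction and less for a rise alone, and the members are not independent. A lower share of macrophages is not excluded. The epithelial list moved apart from the red-cell list by a log2 of 4.24 (pooled SD 1.61). Red-cell RNA may vary apart from RNA of other lung cells, and that list had an SD of 2.16 after FA, so this gap cannot decide. The endothelial list rose by 3.25, the muscle list by 4.84 and the mesenchymal list by 1.89, while the neutrophil list fell by 0.84. The scaling of the authors is excluded, as the rise was 3.98 (SD 0.42) with each library scaled to its total, and so is sequencing depth, as it was 3.52 (SD 0.49) with all libraries thinned to the smallest depth of the table. A response of the macrophages, or shedding of epithelial cells after O3, stays open and was not tested. The library codes of FA replicates 2 and 3 lie above those of FA replicate 1 and of every O3 library. Whether the codes mark a batch, which would go partly with exposure, was not tested.

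In KO males, FA replicate 3 stood apart from the other libraries, with a score of 37.3 on the first principal component (49.7% of the variance) against -20.5 to 2.84. RNA from other lung cells may be the source, as 23 of 23 members of the epithelial, endothelial, mesenchymal and muscle lists were above both other FA libraries, and 19 above all O3 libraries. Sequencing depth is not excluded, as the reads of FA replicate 3 ranked 2 of 6 from the fewest and were the fewest of the FA libraries. O3 replicate 2 had fewer reads, 919150, and a score of -0.970, but 1 library cannot decide this. In the sample labels, the library code of FA replicate 3 lies apart from the consecutive codes of the other KO male libraries. Whether the codes mark a batch was not tested. An O3 library under an FA label is excluded as the whole cause. The highest Spearman correlation of FA replicate 3 with an O3 library was 0.805, where O3 libraries had 0.912 to 0.939 with each other. It was still closer to the O3 libraries (0.789 to 0.805) than to the other FA libraries (0.716 to 0.717), which goes the other way. An O3 library that also holds RNA from other lung cells was not tested and stays open. No biological explanation was tested for a single library.

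Of 27 miRNAs with a hairpin at least 2-fold higher after O3 in both KO sexes, 13 were repeat-like (48.1%, against 10.2% of all, Fisher's exact p = 6.70e-08 over miRNAs, which are not independent), and reads from repeats or other transcripts may explain these. For the whole repeat-like list in KO females, 35 miRNAs of which the 13 are a part, the scaling of the authors is excluded as the whole cause of the rise, as the mean log2 change was 1.76 (pooled SD 0.49) with each library scaled to its total. The 13, which were chosen for their rise, were not tested alone. With epithelial and repeat-like miRNAs left out, 13 miRNAs were still shared where 5.25 are expected (Fisher's exact p = 0.000199), but the 13 include miR-34b-3p and miR-34c-3p, the other strands of listed epithelial hairpins, and miR-714 and miR-3535, which have no hairpin to class, and these 4 were picked out after the values were seen. Whether the 2 kinds make up the whole cannot be told apart, since the lists do not class all miRNAs of either source. Not classed as repeat-like, miR-6538 and miR-2137 still varied with the mean of the repeat-like list across libraries. Pearson r was 0.864 and 0.761 in co-ex females and 0.469 and 0.546 in co-ex males. In KO it was 0.897 and 0.876 in females and 0.811 and 0.794 in males, where both miRNAs and the list rose after O3. An effect of O3 stays open, untested. Among miRNAs lower in males than in females in co-ex after FA, 10 of 26 were repeat-like (Fisher's exact p = 0.000106), and reads from repeats or other transcripts may explain part of them, while sex stays open, untested.

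For miR-486b-5p, higher after FA in co-ex females, RNA from red cells cannot be told apart from other sources. The other abundant red-cell miRNA, miR-451a, went from 20.8 to 2.46 normalized units (exact p = 0.0286, the smallest that 4 against 4 can give). Over all 28 libraries of both genotypes and sexes, however, its level had a median of 0.290% and a maximum of 0.806% of that of miR-486b-5p. The maximum was in co-ex male O3 replicate 2, and no table holds the ratio of the 2 in red cells. An effect of O3 stays open, untested.

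The 7 lists were compared in 4 tables as hypotheses on RNA from other cells, and 0 of the 28 comparisons had an adjusted p under 0.1 by exact permutation, which 3 libraries against 3 could not reach in KO whatever the values, as their smallest exact p is 0.1 before adjustment, and 1, red cells in co-ex females, had an unadjusted p under 0.05. The comparisons gave mean log2 changes in co-ex females, co-ex males, KO females and KO males as follows. They were -2.28, 1.11, -0.43 and -0.55 for red cells (miR-486b-5p from 53306 to 60547 in KO males), 0.72, 0.43, 3.81 and 1.81 for epithelial cells, -0.02, 0.62, 3.25 and -0.66 for endothelial cells (miR-126a-3p at 5.31 after FA in KO females, the more abundant of the 2 members), -0.47, -0.02, 1.89 and -0.01 for mesenchymal cells (miR-143-3p from 258 to 1132 in KO females), -0.32, 0.64, -0.84 and -0.17 for neutrophils (miR-223-3p from 3386 to 2399 in KO females), -0.78, -0.79, 4.84 and -0.29 for muscle (miR-1a-3p from 38.6 to 12741 in KO females, with 37941 in O3 replicate 3) and -0.17, 0.34, 1.62 and 0.89 for repeat-like hairpins (miR-6236 from 642 to 7652 in KO females). A mean of at least 5 in all 4 FA groups was seen for 1 of 5 red-cell members, 8 of 11 epithelial, 0 of 2 endothelial, 6 of 9 mesenchymal, 1 of 2 neutrophil, 1 of 5 muscle and 17 of 50 repeat-like members, so macrophage preparations after FA hold some of them too. Table 1 includes 2 mesenchymal members and 1 repeat-like member, and no member is on more than 1 list. With both KO sexes together, the epithelial list rose by 2.81 (exact p = 0.02) and the repeat-like list by 1.26 (exact p = 0.015), both with an adjusted p of 0.14.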
